# GLUT1 is redundant in hypoxic and glycolytic nucleus pulposus cells of the intervertebral disc

**DOI:** 10.1172/jci.insight.164883

**Published:** 2023-04-24

**Authors:** Shira N. Johnston, Elizabeth S. Silagi, Vedavathi Madhu, Duc H. Nguyen, Irving M. Shapiro, Makarand V. Risbud

**Keywords:** Bone Biology, Metabolism, Cartilage, Glucose metabolism, Hypoxia

## Abstract

Glycolysis is central to homeostasis of nucleus pulposus (NP) cells in the avascular intervertebral disc. Since the glucose transporter, GLUT1, is a highly enriched phenotypic marker of NP cells, we hypothesized that it is vital for the development and postnatal maintenance of the disc. Surprisingly, primary NP cells treated with 2 well-characterized GLUT1 inhibitors maintained normal rates of glycolysis and ATP production, indicating intrinsic compensatory mechanisms. We showed in vitro that NP cells mitigated GLUT1 loss by rewiring glucose import through GLUT3. Of note, we demonstrated that substrates, such as glutamine and palmitate, did not compensate for glucose restriction resulting from dual inhibition of GLUT1/3, and inhibition compromised long-term cell viability. To investigate the redundancy of GLUT1 function in NP, we generated 2 NP-specific knockout mice: *Krt19^CreERT^ Glut1^fl/fl^* and *Foxa2^Cre^ Glut1^fl/fl^*. There were no apparent defects in postnatal disc health or development and maturation in mutant mice. Microarray analysis verified that GLUT1 loss did not cause transcriptomic alterations in the NP, supporting that cells are refractory to GLUT1 loss. These observations provide the first evidence to our knowledge of functional redundancy in GLUT transporters in the physiologically hypoxic intervertebral disc and underscore the importance of glucose as the indispensable substrate for NP cells.

## Introduction

The phenotype of nucleus pulposus (NP) cells reflects their notochordal origin and unique hypoxic environment (1–3). Indeed, an initial definition of the NP cell phenotype was based on the observation that the HIF1α transcription factor and glucose transporter, GLUT1, were highly enriched in the NP and not the annulus fibrosus (AF) compartment of the intervertebral disc (4). To facilitate hypoxic adaptation, NP cells constitutively express HIF1α, given that the vasculature in the adjacent vertebral bodies does not penetrate the NP compartment (5, 6). HIF1α promotes the biosynthetic activity of NP cells by regulating glycolytic metabolism and mitochondrial TCA cycle flux, and conditional deletion of *Hif1a* in notochord results in massive NP cell apoptosis at birth probably due to metabolic failure (7–9). Further investigations into the HIF1α transcriptional program showed that Glut1 was the HIF1α target, and expression was regulated through prolyl hydroxylase 3–dependent modulation of HIF1α–C-terminal transactivation domain activity (10).

It has been well established that the maintenance of glycolytic flux and nutrient-metabolite balance is critical for cell survival in the intervertebral disc. Glucose passively diffuses from the vertebral capillaries, through the hyaline cartilaginous endplates and proteoglycan-rich extracellular matrix of the NP tissue compartment, to reach the resident NP cells at the center of the disc. Despite this long diffusion distance, glucose levels must surpass a critical threshold for cells to remain viable; glucose concentrations below 0.5 mM are shown to promote cell death (11). Numerous studies have confirmed that glucose availability is required for critical NP cellular processes such as protein and proteoglycan biosynthesis, glycolytic flux, and maintaining cell viability (12–15). Furthermore, disruption in the balance between glucose consumption and lactic acid production can significantly affect NP cell physiology (16, 17). Several factors can influence the rate of glucose consumption in NP cells, including nutrient deprivation from decreased glucose diffusivity or increased cell density (18), pH buffering capacity governed by relative levels of bicarbonate and sodium (19), mechanical stress (20), and oxygen tension (21, 22).

Despite the well-studied importance of glucose availability and consumption on NP cell viability in vitro, few studies have focused on the relationship between glucose consumption and disc health in vivo. This is due to the complexity of studying solute transport and metabolite concentrations in animal models or by using genetic techniques. However, some studies have shown enriched expression of GLUT1 in human NP and that GLUT3 and GLUT9 levels are lower than GLUT1 (23). These results suggest that glucose transporter redundancy may be required for disc health and function.

Considering that GLUT1 is a high-affinity glucose transporter with nearly ubiquitous expression in all tissue types, it is not surprising that embryos with homozygous *Glut1* deficiency are nonviable (24). *Glut1* haploinsufficiency in mice causes profound developmental defects recapitulating those seen in human patients with GLUT1 deficiency syndrome (25). Both humans and mice with *Glut1* haploinsufficiency experience microcephaly, impaired motor function, epileptiform changes on EEG, and hypoglycorrhachia (25). Due to the severe impact of loss of GLUT1 on gross embryonic development, tissue-specific knockout mice have been used to delineate the role of GLUT1 in developing skeleton and other connective tissues (26–30). These studies show that *Glut1* deletion leads to metabolic reprogramming of cells, profound phenotypic changes, and compromised tissue function. In skeletal tissues, loss of *Glut1* expression results in severely impaired bone development, emphasizing the importance of GLUT1 in the maintenance of bone health. As far as mechanisms are concerned, it is known that GLUT1 expression precedes transcription factor *Runx2* and is required for promoting bone formation by blocking AMPK-dependent degradation of RUNX2 (27). Mouse models of *Glut1* loss of function in the growth plate and articular cartilage demonstrate that *Glut1* function is required for cartilage structure and function regulating cell proliferation, matrix production, and resistance to injury and osteoarthritis (31). GLUT1 expression is controlled by a unique BMP/mTORC1/HIF1 signaling cascade in chondrocytes where it is required for chondrocyte proliferation and hypertrophy (28).

Since GLUT1-mediated glycolytic metabolism plays a fundamental role in many tissues, including bone and cartilage homeostasis, we surmised that loss of GLUT1 expression in the NP would affect both development and age-related structure of the disc (26–30). However, unlike the other skeletal tissues, both conditional and inducible loss of GLUT1 expression in the NP did not result in notable degenerative changes in the discs of developing perinatal mice or in skeletally mature mice. Surprisingly, microarray analysis of global transcriptomic changes in NP tissue isolated from conditional *Glut1*-knockout mice did not reveal any differentially regulated genes besides *Slc2a1/Glut1* — a finding suggesting NP cells are refractory to loss of GLUT1. In fact, long-term GLUT1 inhibition had no effect on the rates of NP glycolytic flux or oxidative metabolism; these findings indicate that NP cells can potentially mitigate the loss of GLUT1 function by rewiring glucose import through GLUT3. Importantly, our findings suggest that under glucose-limiting conditions resulting from dual inhibition of GLUT1/3, NP cells do not evidence metabolic reprogramming to utilize alternative substrates, such as glutamine and fatty acids. These findings provide the first evidence to our knowledge of functional redundancy in GLUT transporters in a physiologically hypoxic intervertebral disc and underscore the importance of glucose as the indispensable metabolic substrate for NP cells.

## Results

### HIF1-dependent GLUT1 expression is highly enriched in the NP and declines with age.

During embryogenesis, the notochord and developing NP compartment of the intervertebral disc are hypoxic and exhibit robust HIF1α activity. Our previous work has shown that notochord-specific *Hif1a* deletion in *Foxa2^Cre^* *Hif1a^fl/fl^* (*Hif1a*^cKO^) mice leads to massive NP cell death at birth, probably due to metabolic failure of cells that rely primarily on glycolytic metabolism for their energetic needs (7–9). It is therefore not surprising that through early development to skeletal maturity, expression of the glucose transporter, *Slc2a1/Glut1*, was highly enriched in NP cells, was among the top 2.5% expressed transcripts (Figure 1A), and is regarded as a phenotypic marker (3, 32, 33). In fact, GLUT1 expression is substantially decreased in the NP of E15.5 *Hif1a*^cKO^ mice without affecting the level of carbonic anhydrase 3 (CA3), another hypoxia-sensitive NP phenotypic marker (34) (Figure 1B). These results indicate that loss of GLUT1 and consequent restriction on glucose availability shortly precedes the catastrophic NP cell death observed in *Hif1a*^cKO^ mice at birth. Furthermore, changes in GLUT1 expression in the intervertebral disc correlate to both age and degenerative state (23). Our studies show that in mice, GLUT1 expression is significantly decreased during normal aging from 1 month to 24 months (Figure 1, C and D). Immunofluorescence staining of GLUT1 shows a robust expression of GLUT1 in the NP compartment at early time points, followed by a significant decrease in GLUT1 abundance by 24 months of age (Figure 1C). In fact, Western blot verified that GLUT1 protein level was markedly decreased by as early as 14 months of age (Figure 1D). Based on these findings, we hypothesized that GLUT1 is critically important for NP cell survival and function.

### Long-term inhibition of GLUT1 does not affect glycolytic or oxidative metabolism in NP cells.

To determine if the loss of GLUT1 function directly impairs NP cell metabolism, we modeled the loss of GLUT1 in NP cells in vitro with 2 highly specific pharmacological inhibitors; namely, BAY-876 and WZB-117 (35, 36). Using a Seahorse Flux Analyzer, we assessed metrics of NP cell glycolytic flux by measuring extracellular acidification rate (ECAR) and oxidative flux by oxygen consumption rate (OCR). After short-term inhibition of GLUT1 for 1 hour, NP cells showed significantly decreased average ECAR with both inhibitors (Figure 1, E–G). However, total OCR and mitochondrial OCR remained unchanged, suggesting the NP cells did not undergo a metabolic switch from glycolytic to oxidative metabolism (Figure 1, E, F, and H). Moreover, inhibition of the electron transport chain (ETC) by antimycin A failed to influence mitochondrial respiration. It is concluded that while the baseline mitochondrial respiration remains low in both control and inhibitor-treated cells, this is not related to failure to provide metabolic intermediates to power the ETC (Figure 1, E and F).

To determine if longer term inhibition of GLUT1 influences NP cell metabolism, we measured ECAR and OCR and calculated the ATP production rates from glycolysis and oxidative metabolism in NP cells treated with 2 concentrations of BAY-876 and WZB-117 for 24 hours. We recorded raw ECAR and OCR traces under basal conditions (no glucose), followed by sequential addition of glucose (substrate), oligomycin (ATP synthase inhibitor), and rotenone + myxothiozol (ETC inhibitors) (Figure 2, A and B). Surprisingly, there were no significant differences in the average ECAR and OCR between control and GLUT1-inhibited NP cells (Figure 2, C and D), as was also evident from the raw tracer profiles. Using the published method by Mookerjee and colleagues (37), we calculated glycolytic and oxidative ATP production rates following GLUT1 inhibition with BAY-876 and WZB-117. We estimated that under basal conditions (no glucose), oxidative metabolism generated ~50% of ATP in control NP cells; however, this decreased to ~10%–25% when glucose was added (Figure 2E). Importantly, our results showed that there was no difference in ATP production rates from glycolysis or oxidative phosphorylation in GLUT1-inhibited cells as compared to controls (Figure 2E). Furthermore, blocking oxidative ATP production entirely with oligomycin showed strikingly little effect on glycolytic ATP production rate, suggesting that glycolytic flux is largely independent of oxidative metabolism in NP cells (Figure 2E). To understand if there was an effect of GLUT1 loss on glycolytic reserve, we measured ECAR and OCR and calculated the proton production rate (PPR) in NP cells treated with 2 concentrations of BAY-876 and WZB-117 for 24 hours. We recorded ECAR and OCR traces under basal conditions (no glucose), followed by sequential addition of glucose, rotenone (Rot) + myxothiozol (Myx) (ETC inhibitors), and carbonyl cyanide *p*-(tri-fluromethoxy)phenyl-hydrazone (FCCP), an uncoupler of mitochondrial oxidative phosphorylation, + monensin (Mon), which decreases the mitochondrial membrane potential (Figure 2, F and G). There were minimal differences in the average ECAR and OCR between control and GLUT1-inhibited NP cells (Figure 2, F and G) and accordingly a minimal difference in the PPR and glycolytic reserve of GLUT1-inhibited cells as compared to controls (Figure 2, F and G). Taken together, the results of the Seahorse metabolic assays suggested that inhibiting glucose uptake through GLUT1 in NP cells caused an immediate decrease in glycolytic flux. However, compensatory mechanisms are capable of restoring NP cell glycolytic metabolism within 24 hours, without initiating a metabolic shift toward oxidative metabolism or affecting the glycolytic capacity and reserve of the cells.

### GLUT3 sustains glucose uptake in the absence of GLUT1.

Although GLUT1 is the highest expressed transporter in the NP, other glucose transporters, including hypoxia-sensitive GLUT3 and GLUT9, are reported to be expressed in the NP and may also facilitate glucose uptake (3, 23). To test this hypothesis, we evaluated if GLUT1 is solely required for glucose import by measuring glucose uptake in NP cells treated with GLUT1 inhibitors, BAY-876/WZB-117, and the potent GLUT1/2/3 inhibitor, Glutor. We treated primary NP cells with the glucose mimic, 2-deoxyglucose (2-DG), and measured the subsequent intracellular accumulation of 2-deoxyglucose-6-phosphate, which cannot undergo glycolysis. The 2-DG uptake assay clearly showed that simultaneously blocking GLUT1 and GLUT3 decreased glucose uptake by up to 80% to 90% compared with control in a dose- and time-dependent manner (Figure 3A). Interestingly, GLUT1 inhibition alone for 6 and 24 hours with BAY-876 or WZB-117 did not result in decreased glucose uptake, implying a rapid compensation for loss of GLUT1 function. These findings also suggest that alternative glucose transporters, such as GLUT3 (NP cells do not express GLUT2, which has a high *K_m_* for glucose of ~17.1 mM), compensate for GLUT1 and may be responsible for much of the glucose uptake in NP cells. These results raised a possibility that simultaneous, long-term inhibition of GLUT1 and GLUT3 will compromise NP cell survival. We, therefore, measured NP cell viability following Glutor treatment for up to 72 hours. It was evident that cell viability decreased with increasing Glutor dose and the time of treatment (Figure 3B).

To ascertain if GLUT1/3 inhibition impacts NP cell metabolism, we performed Seahorse assays to measure ATP production rate and glycolytic flux of NP cells treated with 2 concentrations of Glutor for 24 hours (Figure 3, C–F). Glutor-treated NP cells did not show an increase in average ECAR and a corresponding decrease in average OCR following glucose addition and cotreatment with mitochondrial inhibitors as evidenced by untreated controls (Figure 3, C and E). Importantly, there was a significant decrease in glycolytic ATP production rate in Glutor-treated cells in the presence of glucose with or without oligomycin, which inhibits mitochondrial ATP generation (Figure 3D). Moreover, Glutor treatment resulted in a complete and striking collapse of glycolytic capacity and reserve compared with control cells (Figure 3F). These results clearly indicated that in NP cells, glucose uptake was sustained by both GLUT1 and GLUT3 and supported the notion that GLUT3 can compensate for GLUT1 loss.

Moreover, similar to GLUT1, there was a robust decrease in GLUT3 levels in the NP of E15.5 *Hif1a*^cKO^ mice, suggesting that pronounced cell death observed at birth in the NP compartment of these cKO mice could be in part due to constrained availability of glucose aggravating metabolic failure (9) (Figure 4A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.164883DS1). Likewise, we observed a strong age-dependent decrease in GLUT3 abundance in the NP compartment with a significant reduction noted at 24 months (Supplemental Figure 1, B–D). Furthermore, quantitative reverse transcription PCR (qRT-PCR) analysis showed a significant decrease in mRNA levels of *Glut3*, *Glut9*, and *Sglt1* with aging (Supplemental Figure 2A). Interestingly, however, a significant increase in *Glut1*/*Slc2a1* mRNA was noted at 24 months, suggesting a plausible compensation for the loss of GLUT1. Together these results suggest a correlation of glucose availability to age-dependent degeneration.

### NP cells do not switch to glutamine and fatty acid oxidation under glucose-limiting conditions following GLUT1/3 inhibition.

Since glucose is the major energy source for most cell types, it is plausible to consider that blocking its availability will shift cellular metabolism toward other substrates such as glutamine and/or fatty acids to maintain TCA cycle flux and ATP generation. Our previous studies have shown that although NP cells do not rely on oxidative phosphorylation for ATP production, the TCA cycle is intact and serves as a hub for the generation of metabolic intermediates used in broad biosynthesis reactions. In recent years, TCA cycle intermediates have also been shown to “moonlight” in the nucleus, where they engage in the epigenetic regulation of DNA and histone modifications (38).

To gain insight into whether the significant loss of glucose import through GLUT1 and GLUT3 upregulates glutamine metabolism or fatty acid oxidation, we performed substrate-dependent Seahorse experiments with glucose + glutamine (Figure 4, B and C) or BSA-palmitate (Figure 4, D and E). To assess effects on glutamine metabolism, NP cells were treated with Glutor for 24 hours prior to Seahorse assessment. We analyzed raw OCR and ECAR traces beginning with endogenous conditions (no substrate), followed by the sequential addition of glucose + glutamine (basal), oligomycin (ATP synthase inhibitor), FCCP (oxidative phosphorylation uncoupler), and BPTES (glutaminase inhibitor) (Figure 4, B and C). Glutor treatment significantly decreased endogenous OCR and basal OCR in the presence of glucose and glutamine, implying glutamine oxidation alone was not sufficient to rescue OCR in NP cells (Figure 4B). Subsequently, control and Glutor-treated NP cells showed an expected decrease in OCR with oligomycin treatment; however, FCCP was unable to shift 0.25 μM Glutor–treated cells to maximal OCR regardless of glutamine availability (Figure 4B). To determine the contribution of glutamine oxidation, we inhibited glutaminase with BPTES. Interestingly, BPTES treatment did not decrease OCR in the control group, suggesting that NP cells did not prefer glutamine oxidation in presence of glucose. Importantly, taken together these data indicate that blocking glucose import through GLUT1/3 did not result in increased glutamine oxidation in NP cells (Figure 4B). Similarly, in the presence of glucose and glutamine, Glutor-treated cells showed a decrease in average ECAR, whereas glycolysis-dependent ECAR was only affected at higher Glutor concentrations. Moreover, unlike control cells, Glutor-treated cells in presence of oligomycin (ETC inhibition) were unable to increase ECAR (Figure 4C). Of note, the presence of glutamine affected glucose-dependent ECAR in control cells; i.e., glucose addition did not increase ECAR, suggesting slowed glycolytic flux (Figure 4C). These data imply that glutamine is not sufficient to rescue cell metabolism in the absence of glucose and in fact may interfere with glucose use by NP cells.

Considering that GLUT1/3 inhibition did not cause NP cells to switch to glutamine oxidation, we investigated whether glucose restriction resulted in the use of fatty acids to maintain TCA cycle flux. For these experiments, OCR was measured during endogenous conditions (no substrate), followed by the sequential addition of substrate (glucose + palmitate-BSA), oligomycin, FCCP, and finally etomoxir (CPT1 inhibitor; inhibits mitochondrial import of fatty acid) (Figure 4D). Predictably, the endogenous OCR was decreased in Glutor-treated cells, and the addition of glucose + palmitate-BSA did not rescue OCR (Figure 4D). Moreover, inhibiting fatty acid import with etomoxir resulted in ~25% decrease in OCR in control cells and ~15%–25% decrease in Glutor-treated cells (Figure 4D). It was interesting to note that unlike glutamine, inclusion of BSA-palmitate with glucose did not interfere with ECAR induction in control cells (Figure 4E). However, palmitate did not increase ECAR in Glutor-treated cells, which remained significantly lower than in control cells (Figure 4E). Taken together, these metabolic experiments suggested that loss of GLUT1/3 function did not result in NP cells switching to glutamine or fatty acid oxidation and that glucose import through GLUT1/3 is indispensable for their metabolism.

### NP-specific deletion of GLUT1 in skeletally mature mice does not affect disc health.

To elucidate the role and test the apparent redundancy of GLUT1 seen in our in vitro experiments, we generated a conditional *Glut1* knockout in the mouse NP, driven by a tamoxifen-inducible Keratin-19 CreERT (*K19^CreERT^*) allele (Figure 5A). The *K19^CreERT^ Glut1^fl/fl^* (cKO^K19^) and littermate control *Glut1^fl/fl^* (WT) mice were injected with tamoxifen at 3 months (3M) and tissues collected at 9 months (9M). Robust *Glut1*/*Slc2a1* mRNA knockdown, approximately 80%–90%, was confirmed by qRT-PCR (Figure 5B). Deletion of GLUT1 protein was confirmed by fluorescence immunohistochemistry in both lumbar and caudal discs (Figure 5C) as well as Western blot (Figure 5, D and E, and Supplemental Figure 3A). These results validate the cKO^K19^ mouse model and validate NP-specific deletion of GLUT1 protein expression in skeletally mature mice.

We also verified the expression of alternative glucose transporters and determined if their levels are affected in cKO^K19^ mice. There were comparable levels of *Glut3* and *Glut9*, as well as sodium/glucose cotransporter *Sglt1*, mRNA between the WT and cKO^K19^ mice (Figure 5F). Furthermore, in line with previous findings in the human disc, Western blot analysis confirmed that GLUT3 and GLUT9 protein levels were robust in the NP of WT and cKO^K19^ mice, with significantly lower abundance in the AF (Figure 5, D and E, and Supplemental Figure 3, B and C) (23). Based on these findings, we hypothesized that baseline levels of alternative glucose transporters in the NP, including GLUT3, GLUT9, and SGLT1, may be sufficient to sustain glucose transport and preserve disc health in GLUT1-deficient mice.

Histological changes were assessed in lumbar and caudal discs of WT and cKO^K19^ at 9M of age (Figure 6A). Despite the robust expression of GLUT1 in the NP of healthy discs, cKO^K19^ animals presented with no significant changes in the average grade of degeneration as measured by Modified Thompson Score (Figure 6B) or in the distribution in grades of degeneration (Figure 6B) in the NP of lumbar discs. There was a change in the distribution in grades of degeneration in the lumbar AF; however, it did not indicate increased degeneration. Curiously, caudal cKO^K19^ discs showed a slight decrease in the average grade of NP degeneration (Figure 6B), and distributions skewed toward lower grades of degeneration for NP and AF as well (Figure 6B). Taken together, NP-specific deletion of GLUT1 in adult mice had few discernible effects on disc degeneration in lumbar or caudal discs.

To evaluate the impact of the loss of GLUT1 on disc height (DH) and disc height index (DHI), μCT imaging was performed on 9M WT and KO^K19^ mice (Figure 6C). In line with the histological analysis, we observed no changes in either DH or DHI in lumbar discs; however, there was a slight increase in both metrics in caudal discs (Figure 6C). The increased DHI in caudal discs could not be accounted for by changes in the NP cell area (Figure 6D) or in the aspect ratio of the NP tissue compartment (Figure 6D).

To determine whether the cKO^K19^ mice show alterations in cell phenotypic markers and extracellular matrix (ECM) composition that are not reflected in histological grades of disc degeneration, we assessed the abundance of key ECM proteins in WT and cKO^K19^ discs. K19, an NP cell phenotypic marker, showed no difference in abundance, suggesting the NP cell phenotype was maintained in cKO^K19^ mice (Figure 6E). Interestingly, in the NP compartment of cKO^K19^ mice, there was a significant decrease in the level of aggrecan (ACAN) — the major NP proteoglycan — as well as chondroitin sulfate (CS) (Figure 6, F and G). To understand if the decrease in ACAN and its predominant glycosaminoglycan (GAG) chain was due to ACAN turnover, we quantified changes in a neoepitope marker of cleaved ACAN, ARGxx. Since there was no difference in ARGxx levels in discs of WT and cKO^K19^ mice, the results suggested a possible decrease in the synthesis of these molecules (Figure 6H). Accordingly, while adult cKO^K19^ mice showed negligible differences in overall disc morphology, alteration in GAG synthesis suggests a small deficit in glucose availability and increased glucose flux into lactate/pyruvate to maintain ATP levels likely affecting hexosamine biosynthetic pathway.

We also made note of the significant difference in the distribution of grades of degeneration in the AF compartment of both lumbar and caudal discs in cKO^K19^ mice (Figure 6B). To assess AF ECM, we analyzed collagen fiber architecture using Picrosirius red staining coupled with polarized light imaging (Supplemental Figure 4, A and B). Under polarized light, green fluorescing fibers are thin, yellow fluorescing fibers are intermediate, and red fluorescing fibers are thick. We found that collagen fiber thickness was unaltered in lumbar AF (Supplemental Figure 4A); however, in cKO^K19^ caudal discs, there was a significant increase in the percentage of thin (green) fibers and a decrease in thick (red) fibers (Supplemental Figure 4B). This suggests that NP-specific deletion of GLUT1 may alter collagen fibers in the AF, leading to a thinner and more immature fiber composition.

### Loss of GLUT1 does not alter the expression of genes involved in compensatory metabolic pathways.

To understand if disc health in cKO^K19^ mice is maintained by regulation of compensatory mechanisms, we analyzed the NP transcriptome using microarray. 

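NP RNA from 6 WT mice (littermates carrying the floxed *Glut1* alleles without Cre) and 6 cKO K19 mice was hybridized to Mouse Clariom S arrays, which measure each transcript with a set of short probes, with 1 array per mouse. All mice had been given tamoxifen at 3 months of age (3 injections of 100 μg per g body weight), and the NP was collected at 9 months from 20 discs per animal. The authors normalized the arrays together by SST-RMA in Expression Console 1.4.1 and deposited 1 log2 value per array for each of 22206 probe sets. The array medians lay between 6.55 and 6.66 in WT and between 6.56 and 6.62 in cKO K19, and no pair of arrays held identical values. The difference between cKO K19 and WT was tested for every probe set with limma's moderated test, without a filter on dim probe sets, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are differences of the group means on the log2 scale. Gene names were at hand for 37 probe sets with 1 symbol each, from the authors' deposited table of genes called on these same arrays, so the named genes are not independent evidence of a change. Other glucose transporters, glycolytic enzymes and cell type markers outside that table were not analysed here. The number of arrays limits the precision.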

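The genotypes overlapped along each of the first 3 principal components, which held 27.5%, 21.4% and 8.82% of the variance over all probe sets (exact two-sided permutation p = 0.716, 0.273 and 0.195, or 0.716, 0.409 and 0.409 after adjustment over these components). Genotype accounted for 9.02% of the total variance, whereas all splits of the 12 arrays into 6 and 6 gave 5.62% to 23.2% (permutation p = 0.390). The first component set 7 arrays (4 WT and 3 cKO K19), with scores of 16.5 to 35.1, apart from the other 5 (2 WT and 3 cKO K19), with scores of -39.3 to -26.0. These 7 arrays had the higher mean over the 219 probe sets whose identifier carries a Y chromosome code. It was at least 7.46 on the log2 scale, against 5.43 to 5.51 on the 5 others. The component was computed with these probe sets included, so this agreement is in part built in. Without the probe sets that carry an X or Y code, the 2 sets of arrays overlapped along the first component. The 7 arrays then scored -56.0 to 38.0 and the 5 others -22.7 to 15.1. On average over probe sets, values varied more among WT than among cKO K19 mice. The variance within the genotype, averaged over probe sets, was 0.174 in WT and 0.115 in cKO K19, and 68.8% of the probe sets had the larger variance in WT. The ratio of these averages was 0.658 (permutation p = 0.00866, approximate since each genotype was centred first). This ratio was 0.762 over the 1000 probe sets of largest variance, a setting chosen after the data were seen, where the permutation p was 0.0519.

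**Figure D1:**
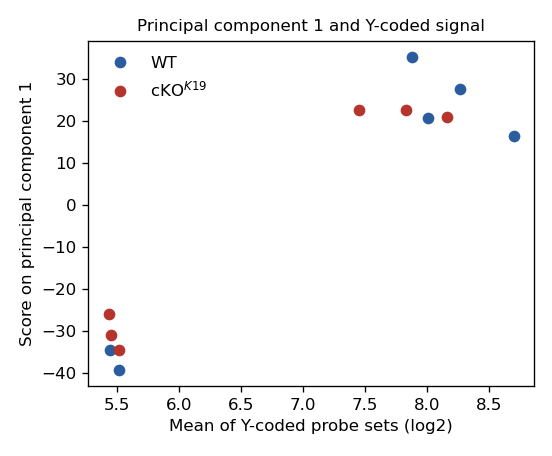
Score of each mouse on principal component 1 against the mean log2 value of its Y-coded probe sets, 1 point per mouse, for 6 WT (blue) and 6 cKO K19 (red) mice. The 7 mice with means of at least 7.46 have scores of 16.5 to 35.1. The 5 mice with means of 5.43 to 5.51 have scores of -39.3 to -26.0. Component 1 was computed over all probe sets, the Y-coded ones included.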

There was a similar variance between the gene expression values in NP cells from WT and cKO^K19^ mice, and the 2 phenotypes did not cluster independently along 3 principal components (Supplemental Figure 5A). 

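At an unadjusted p under 0.05 and a difference of at least 2-fold, 13 probe sets were higher and 12 were lower in cKO K19. Of the former 12 and of the latter 11 have a single gene symbol. In 25 of 100 splits of the arrays into 6 and 6, the real one included, at least 25 probe sets passed. The median of the other splits was 11. Among the 79 splits with 4 and 3 arrays of high Y-coded signal, as in the real one, 4 reached 25, the real one included. Chance is therefore not excluded for this count as a whole. *Cxcl12*, which encodes a chemokine, was 9.28 ± 1.10 (SD, n = 6) in WT and 11.32 ± 0.46 (SD, n = 6) in cKO K19, and all 6 cKO K19 mice lay above every WT mouse. Its log2 fold change was 2.04 (standard error 0.40, adjusted p = 0.482 from limma). *Frmd5*, a FERM domain gene on chromosome 2 (GRCm38, 121545529 to 121807087), was likewise higher in all 6 cKO K19 mice than in any WT mouse, with a log2 fold change of 1.10 (standard error 0.19, adjusted p = 0.225). *Wdr83* differed by 1.02 on the log2 scale (95% interval 0.58 to 1.46). *Xaf1* and *Slc38a4*, an amino acid transporter, had log2 fold changes of 1.54 and 1.25. Among the lower probe sets, the receptor tyrosine kinases *Tyro3* and *Erbb4* had log2 fold changes of -1.33 and -1.28. WT mouse 3 had a *Tyro3* value of 5.90, below the 7.49 to 8.01 of the others. *Enpp2*, the secreted enzyme autotaxin, and *Dcn*, the proteoglycan decorin, had log2 fold changes of -1.17 and -1.66, the latter with a 95% interval of -3.16 to -0.16. Without WT mouse 1, at 12.45 against 7.30 to 10.19 in the other WT mice, the log2 fold change of *Dcn* was -1.05. For *Enpp2*, cKO K19 mouse 5 lay at 9.94 and the other cKO K19 mice at 7.80 to 8.42. Except for *Slc2a1*, none of the 37 named probe sets passed an adjusted p of 0.05. Quantile normalization gave 11 higher and 16 lower probe sets. The count of 25 in all became 45 without WT mouse 2 and 39 without WT mouse 6.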

When analyzed using a *P* value cutoff of *P* ≤ 0.05 and a fold-change of ±2, several differentially expressed genes emerged from the data set (Supplemental Figure 5, B and C), the most significant being *Slc2a1*/*Glut1*. However, PANTHER gene ontological analysis discovered no significantly enriched biological processes or molecular functions in the up- and downregulated gene sets (data not shown). Furthermore, when the data were analyzed using more stringent parameters — FDR ≤ 0.05 and fold-change of ± 2 — the only differentially expressed gene was *Glut1*/*Slc2a1* (Supplemental Figure 5D).

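*Slc2a1*, which encodes GLUT1, lies on chromosome 4 of GRCm38 from 119108745 to 119137330. It was the 1 probe set of 22206 with an adjusted p under 0.05. Its log2 value was 19.16 ± 0.16 (SD, n = 6) in WT and 17.97 ± 0.21 (SD, n = 6) in cKO K19, and the highest cKO K19 mouse (18.31) lay below the lowest WT mouse (18.86). The log2 fold change was -1.19 (standard error 0.13, 95% interval -1.47 to -0.91), with an adjusted p of 0.00327 from limma. An exact two-sided permutation test of the 12 values gave p = 0.00216, the smallest that 6 mice against 6 allow. On the linear scale the mean level was 56.2% lower in cKO K19, and single cKO K19 mice were 44.5% to 62.1% below the WT mean. The WT values lay close to the highest value of any probe set on each array, 19.55 to 19.72. Among the 7 arrays with high Y-coded signal the log2 fold change was -1.05, and among the 5 others -1.39. Neither passed the adjusted threshold (adjusted p = 0.999 and 0.320 from limma). These fits held only 4 WT against 3 cKO K19 arrays and 2 against 3, and in both every cKO K19 mouse lay below every WT mouse. Missing the threshold there is therefore no evidence against the decrease. Which exons the probes of this set cover is not given in the sources used here. From the microarray analysis as a whole, the paper concludes that loss of GLUT1 causes few transcriptional changes in NP cells.

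**Figure D2:**
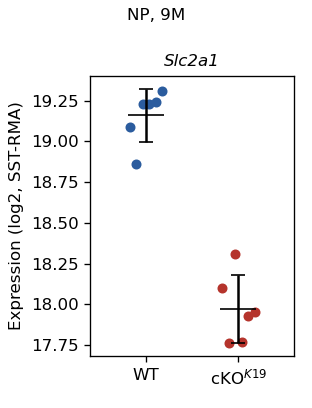
Log2 expression of *Slc2a1* in the NP of each mouse (points), with the mean and SD (bars), for 6 WT and 6 cKO K19 mice. Every cKO K19 mouse, at 17.76 to 18.31, lies below every WT mouse, at 18.86 to 19.31.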

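Over the whole array, 1151 of the 22206 probe sets (5.18%) had an unadjusted p under 0.05, where chance alone gives 1110.3. The median absolute log2 fold change was 0.125, against a median SD between mice of 0.322 in WT and 0.250 in cKO K19. For 21374 probe sets (96.3%) the 95% interval excluded a 2-fold change in either direction, and for 15080 (67.9%) it excluded a 1.5-fold change. These counts include dim probe sets, and signal over background was not known. They therefore do not show how many expressed genes were unchanged. The intervals also describe array values only. For *Slc2a1* the arrays gave a decrease of 56.2%, where the paper gives about 80% to 90% by qRT-PCR. In simulated comparisons of 6 against 6 arrays with the observed means and SDs, in which 67 probe sets changed by 1.5-fold, 67 by 2-fold and 66 by 3-fold, an adjusted p under 0.05 recovered 76.6% of 2-fold changes, 95% of 3-fold changes and 26.9% of 1.5-fold changes over 22206 probe sets, with 6.1 false calls per run. These rates hold for that number of changed probe sets and not for a few. Values were drawn independently for each probe set, with 1 SD for both genotypes. Variation shared between probe sets was therefore not simulated, nor was the larger variance in WT.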

The microarray analysis clearly shows that loss of GLUT1 causes strikingly few transcriptional changes in NP cells. This finding suggests that compensatory metabolic pathways do not require alterations in gene expression, despite the strict dependence of NP cells on glucose uptake. Changes in flux through alternative glucose transporters may therefore be sufficient to maintain the glycolytic capacity in the NP of cKO^K19^ mice.

### GLUT1 expression in notochord/NP is not required for normal disc development.

Considering that GLUT1 deletion in skeletally mature mice had no consequential effect on intervertebral disc health, we tested whether there was a temporal dependency on GLUT1 function, specifically, if it was required for normal embryonic and perinatal development of the NP. We crossed *Glut1^fl/fl^* mice with notochord and floor plate–specific constitutive *Foxa2^Cre^* mice to generate notochord/NP-specific GLUT1-KO mice — *Foxa2^Cre^ Glut1^fl/fl^* (i.e., cKO^Foxa2^) — and littermate control (WT) mice (Figure 7A) and aged them to postnatal day 7 (P7) and 14 weeks (14wk), when their morphology was assessed (Figure 7, B and C).

Immunohistochemistry verified a substantial decrease in GLUT1 expression in the NP compartment of cKO^Foxa2^ mice at P7 (Figure 7D) and 14wk (Figure 7E). Despite the substantial GLUT1 knockdown (Figure 7F), lumbar and caudal discs from cKO^Foxa2^ mice did not present with any of the criteria for degeneration; in fact all NP and AF compartments from P7 mice had a Modified Thompson Score of 1 (Figure 7, G and H). At 14wk, the distribution in the grades of degeneration in cKO^Foxa2^ was different from the WT in lumbar NP and AF, as well as caudal NP; however, the distributions favored lower grades of degeneration in the cKO^Foxa2^ mice (Figure 7I). Consequently, cKO^Foxa2^ mice lumbar AF had a slightly lower Modified Thompson Score, implying better morphological attributes, while lumbar NP and caudal NP and AF showed no significant difference from WT (Figure 7J). These results suggest that glucose uptake through GLUT1 is not a critical player for the development and early maintenance of the NP.

## Discussion

The fact that loss of GLUT1 expression in the disc does not result in disc degeneration, transcriptomic changes, or metabolic disruption was baffling, especially considering the prominence of GLUT1 as a highly enriched NP phenotypic marker and the requirement for GLUT1 in the functional maintenance of other skeletal tissues, including bone and cartilage (27, 28, 31). Indeed, our study underscores that although glucose is the indispensable metabolite, it appears that GLUT1 is not singularly required to maintain glycolytic capacity, and therefore, is not necessary for NP cell survival (Figure 8). Conversely, we hypothesize that maintaining ATP levels through glycolysis and TCA metabolites is so vital for disc health and NP cell viability that there is intrinsic redundancy to ensure an uninterrupted supply of glucose through glucose importers other than GLUT1.

In the hypoxic niche of the intervertebral disc, NP cells primarily rely on glycolysis for bioenergetics and highly express GLUT1, which is considered one of their key phenotypic markers. We therefore investigated the role GLUT1 plays in NP cell metabolism by using 2 highly potent GLUT1 inhibitors (35, 36). Surprisingly, since blocking GLUT1 in NP cells did not affect glucose uptake and the bioenergetic status of cells, the results suggested an alternative mechanism for glucose import. This finding was in contrast to bone cells that primarily depend on glucose for both differentiation and maturation during development and highly express GLUT1, which is responsible for 75% of glucose uptake (27). One obvious explanation for this difference is that we and others have previously shown that NP cells express GLUT3 and GLUT9 (8, 23). Using a dual GLUT1/3 inhibitor, Glutor, we determined that 80%–90% glucose was imported through these 2 carriers (39). Importantly, unlike GLUT1 inhibition, Glutor treatment significantly inhibited glycolysis and diminished ATP production rate, suggesting that GLUT3 is the critical high-capacity glucose importer in NP cells. This also implies that NP cells in their avascular and diffusionally limited environment are intrinsically geared to import and utilize glucose as a metabolic substrate in a broad physiological concentration range given the diverse *K_m_* values for GLUT1 (~6.9 mM), GLUT3 (1.8 mM), and GLUT9 (0.61 mM) (40, 41).

It is known that under nutritional constraints or increased metabolic demand, cellular function and survival are mediated by metabolic reprogramming (30, 42, 43). When glucose uptake is blocked, primarily glycolytic proinflammatory macrophages and cancer cells switch their metabolism to alternative substrates such as glutamine and fatty acids (30, 42). Similarly, a very recent study showed that deletion of GLUT1 in articular and growth plate chondrocytes resulted in increased cellular glutamine oxidation for survival (31). Similarly, in the absence of glucose, osteoblasts shift to glutamine but not palmitate oxidation, whereas myoblasts prefer palmitate oxidation over glutamine oxidation (27). It is important to note that NP cells also exhibit metabolic plasticity. For example, when lactate export through monocarboxylate transporter MCT4 is inhibited in NP cells, the cells undergo an incomplete metabolic switch from glycolytic to oxidative metabolism fueled by pyruvate oxidation (16). However, blocking lactate export still results in a 2-fold increase in the glycolytic intermediate, glucose-6-phosphate, implying glucose was still the major metabolite fueling pyruvate metabolism (16). While NP cells do have the capacity to metabolize alternative energy sources, such as fatty acids through mitochondrial β-oxidation (8), many studies including our own show that glucose starvation leads to cell death (12, 14, 22). Therefore, alternative energy sources such as glutamine, glycogen, and fatty acids cannot compensate for the loss of glucose import into NP cells. Furthermore, in support of this notion, we noted that when glucose import was impeded by GLUT1/3 inhibition, NP cells did not shift to glutamine or palmitate oxidation. Rather, in contrast to other cell types, the overall OCR significantly decreased, underscoring the fact that glucose is the primary metabolic fuel for ATP generation through glycolysis and is critical for NP cell survival (8, 39).

We have previously shown that in SM/J mice, a mouse model of early-onset spontaneous degeneration, GLUT1 levels in the NP decline, and as our current studies show, levels are lower during aging, an important risk factor associated with disc degeneration (33, 44, 45). These findings seemingly contradict our in vitro findings that showed minimal or no change in NP cell metabolism and their survival following GLUT1 inhibition. To clarify this apparent conflict and to delineate whether loss of GLUT1 expression in vivo causes disc degeneration, we used 2 mouse models, an inducible *Glut1*cKO^K19^ and constitutive *Glut1*cKO^Foxa2^, to determine a causal link between GLUT1 and intervertebral disc health. While there were some differences in grades of degeneration, between these mice, the cKO^K19^ mice rather showed slightly lower grades of degeneration. However, that is not to say that GLUT1 loss of function is protective in the disc, but rather the discs are generally healthy in both WT and cKO animals. In a parallel study, we used a constitutive cKO^Foxa2^ model to determine if GLUT1 is involved in disc development and postnatal maturation. This hypothesis stems from the idea that GLUT1 may play a key role in the HIF1α-dependent glycolytic metabolism in the developing embryonic NP (9). The lack of apparent developmental defects in the discs from these mice further suggested that NP cells are refractory to loss of GLUT1 and that avenues of compensation are available to NP cells to allow them to survive the deletion of an integral glycolytic component. However, it may be of interest to ascertain whether functional compensation of GLUT1 or GLUT3 occurs when additional systemic stressors such as acute injury or aging are involved. Importantly, however, these observations raised an interesting prospect that a robust decrease in GLUT3 levels along with GLUT1 may contribute to metabolic failure and massive cell death of NP cells seen in *Hif1a*^cKO^ mice by birth (9). Likewise decline in both GLUT3 and 1 may exacerbate metabolic restriction on cells in the aging disc, in part driving loss of cells and an overall decreased biosynthesis of matrix molecules, leading to age-dependent degeneration (1).

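Of the genes of energy metabolism in the gene lists, 3 can be named on these arrays, *Eno2* from glycolysis and *Atp5d* and *Usmg5* from oxidative phosphorylation. The lists were fixed before the values were examined, but after these names had been seen in the heat map of Supplemental Figure 5B. All 3 genes come from the authors' deposited table of calls, so their direction is not independent evidence. *Eno2*, the neuronal form of the glycolytic enzyme enolase, lies on chromosome 6 (GRCm38, 124760053 to 124769673). Its log2 value was 7.78 ± 0.95 (SD, n = 6) in WT and 9.59 ± 0.47 (SD, n = 6) in cKO K19, and 4 of 6 cKO K19 mice lay above every WT mouse. The log2 fold change of *Eno2* was 1.80 (95% interval 1.03 to 2.57, adjusted p = 0.482 from limma). *Atp5d* and *Usmg5*, both subunits of the mitochondrial ATP synthase, had log2 fold changes of 0.71 and 0.64, and *Minos1*, a component of the inner membrane organizing complex, one of 0.62 (adjusted p = 0.929 for each from limma). For *Atp5d*, *Usmg5* and *Minos1* alike, WT mice 1 and 2 lay within or above the cKO K19 range and the other WT mice below it. *Eno2* passed the adjusted threshold without WT mouse 4 (log2 fold change 2.12, adjusted p = 0.0271 from limma). That mouse had the highest WT value, 9.35 against 6.85 to 8.50, so leaving it out had to widen the difference. Leaving out any other single array did not bring *Eno2* past the threshold. With the mean of the Y-coded probe sets as a covariate, a setting chosen after the data were seen, *Eno2* passed too (2.03, adjusted p = 0.0411). It did not pass with the arrays of high and low Y-coded signal as a block (1.93, adjusted p = 0.183).

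**Figure D3:**
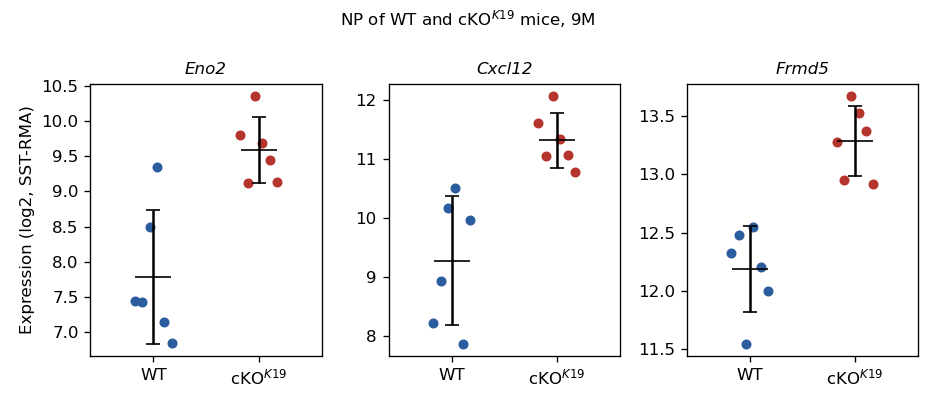
Log2 expression of *Eno2*, *Cxcl12* and *Frmd5* in the NP of each mouse (points), with the mean and SD (bars), for 6 WT and 6 cKO K19 mice. The cKO K19 mice lie above every WT mouse for *Cxcl12* and *Frmd5* in 6 of 6 mice and for *Eno2* in 4 of 6.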

Another key observation was that despite GLUT1 loss of function, compensatory pathways do not involve transcriptional upregulation of other glucose transporters or metabolic enzymes. In fact, microarray analysis of NP from cKO^K19^ mice, when analyzed with an adjusted FDR *P* value of ≤ 0.05, failed to reveal a single differentially regulated transcript besides *Glut1/Slc2a1*. These data are corroborated by the lack of changes in mRNA expression or protein levels of other *SLC2* family members and glucose importers expressed in the disc, namely GLUT3 and GLUT9 (23). Importantly, however, glucose import may be maintained in NP cells by increased flux through these SLC2 transporters without concomitant elevation in expression levels. Furthermore, glucose may also enter the NP cell through sodium-glucose cotransport (SGLT), of which 6 isoforms have been identified (46). SGLT is driven by the active extrusion of intracellular sodium, facilitating a concomitant import of extracellular glucose against plasma-membrane concentration gradients. Although SGLTs are attributed to glucose import across apical membranes, it is very possible they play a role in the NP compartment, which is characterized by its high sodium concentrations in a hyperosmolar niche. While the contribution of these transporters has not yet been studied in the context of the intervertebral disc, it is likely to be secondary to SLC2 family members.

Taken together, our study provides the first evidence to our knowledge of functional redundancy in GLUT transporters in a physiologically hypoxic NP compartment of the intervertebral disc and highlights its uniquely different niche from other skeletal tissue like articular and growth plate cartilage (Figure 8). Importantly, our findings underscore the importance of glucose as the indispensable metabolic fuel for NP cells and provide a vital baseline for any cell-based therapies aimed at restoring the function of the degenerating disc.

## Methods

### Mice.

All procedures regarding collection of animal tissues were performed as per approved protocols by the Institutional Animal Care and Use Committee (IACUC) of Thomas Jefferson University, in accordance with the IACUC’s relevant guidelines and regulations. For postnatal deletion in NP compartment, *Glut1^fl/fl^* mice (47) were crossed with *K19^CreERT^* mice [*Krt19^tm1(cre/ERT)Ggu^*/J, The Jackson Laboratory stock 026925] to produce *K19^CreERT^ Glut1^fl/fl^* (cKO^K19^) mice, for which *Glut1^fl/fl^* littermate mice served as control (WT), and were injected with 3 consecutive tamoxifen injections at 3 months at a 100 μg/g BW; these mice were collected 6 months postrecombination (9 months old) (*n* = 8 *Glut1^fl/fl^* mice: 5 males, 3 females; and 7 cKO^K19^ mice: 3 males, 4 females) (48). For deletion of *Glut1* at embryonic time points, *Glut1^fl/fl^* mice were crossed with *Foxa2^Cre^* mice to produce *Foxa2^Cre^ Glut1^fl/fl^* (cKO^Foxa2^) mice, for which littermate *Foxa2^Cre^ Glut1^fl/+^* and *Glut1^fl/fl^* mice served as control (WT); these mice were assessed at P7 (*n* = 5 mice/genotype), 14wk (*n* = 10 mice/genotype; 5 female WT, 5 male WT, 4 female cKO^Foxa2^, 6 male cKO^Foxa2^). *Foxa2^Cre^* allele drives robust expression specifically in the notochord and floor plate using a combination of 5′ notochord and 3′ floor plate enhancers under the control of *Hspa1* promoter (49).

### Immunofluorescence microscopy and digital image analysis.

Midcoronal 7 μm disc sections were deparaffinized and incubated in microwaved citrate buffer for 20 minutes or proteinase K (New England BioLabs) for 10 minutes at room temperature or chondroitinase ABC (MilliporeSigma) for 30 minutes at 37°C for antigen retrieval. Appropriate WT and cKO histological sections were blocked in 5% normal serum (Normal Goat Serum, Thermo Fisher Scientific catalog 10000C, and Normal Donkey Serum, Jackson ImmunoResearch catalog 017-000-121) in PBS-T (0.4% Triton X-100 in PBS) and incubated with antibodies against KRT19 (1:3, DSHB, TROMA-III/supernatant), CA3 (1:150, Santa Cruz Biotechnology, sc-50715), ACAN (1:50, MilliporeSigma, AB1031), GLUT1 (1:200, Abcam, ab40084), ARGxx (1:200, Abcam, ab3773), and GLUT3 (1:200, Proteintech, 20403-1-AP) in blocking buffer at 4°C overnight. For GLUT1 (1:200, Abcam, ab40084) and ARGxx (1:200, Abcam, ab3773) staining, Mouse on Mouse Kit (Vector Laboratories, BMK2202) was used for blocking and primary antibody incubation. Tissue sections were thoroughly washed and incubated with Alexa Fluor 594–conjugated (excitation 591 nm, emission 614 nm) secondary antibodies (Jackson ImmunoResearch, anti-rabbit 711-585-152, anti-mouse 715-585-150, anti-goat 305-585-003), at a dilution of 1:700 for 1 hour at room temperature in the dark. The sections were washed again with PBS-T (0.4% Triton X-100 in PBS) and mounted with ProLong Gold Antifade Mountant with DAPI (Thermo Fisher Scientific, P36934). All mounted slides were visualized with Axio Imager 2 (Carl Zeiss) using 5×/0.15 NAchroplan (Carl Zeiss), 10×/0.3 EC Plan-Neofluar (Carl Zeiss), or 20×/0.5 EC Plan-Neofluar (Carl Zeiss) objectives; X-Cite 120Q Excitation Light Source (Excelitas); AxioCam MRm camera (Carl Zeiss); or LSM800 (Carl Zeiss) 20×/0.8 or 40×/1.3 Oil Plan-Apochromat (Carl Zeiss), AxioCam 506 mono (Carl Zeiss), and Zen2 software (Carl Zeiss). DAPI-positive cells were analyzed to assess cell number in disc compartments. All quantifications were done in 8-bit grayscale using the Fiji package of ImageJ (NIH). Images were thresholded to create binary images, and NP and AF compartments were manually segmented using the Freehand Tool. These defined regions of interest were analyzed either using the Analyze Particles (cell number quantification) function or using the Area Fraction measurement.

### Protein extraction and Western blotting.

Mouse NP tissue was carefully separated from AF tissue under a dissecting microscope (Carl Zeiss Stemi 305 stereo zoom microscope 0.8×–4.0×) as described previously (50–54). Following NP tissue extraction from WT and cKO^K19^ mice, cells were washed on ice with ice-cold 1× PBS with a protease inhibitor cocktail (Thermo Fisher Scientific). Cells were lysed with lysis buffer containing 1× protease inhibitor cocktail (Thermo Fisher Scientific), NaF (4 mM), Na_3_VO_4_ (20 mM), NaCl (150 mM), β-glycerophosphate (50 mM), and DTT (0.2 mM). Total protein (35 μg per sample) was resolved on 10% SDS-PAGE and transferred to PVDF membranes (Thermo Fisher Scientific). Membranes were blocked with 5% nonfat dry milk in TBST (50 mM Tris pH 7.6, 150 mM NaCl, 0.1% Tween 20) and incubated overnight at 4°C in 5% nonfat dry milk in TBST with anti-GLUT3 (1:500, Proteintech, 20403-1-AP) or anti-GLUT9 (1:500, Abcam, ab223470) antibodies. Specificity of all antibodies has been validated by the manufacturers using siRNA or negative control IgG. Immunolabeling was detected using ECL reagent and imaged using LAS4000 system (GE Life Sciences). Densitometric analysis was performed using ImageJ. All quantitative data are represented as mean ± SEM, and *n* = 2–5 animal/genotype.

### Isolation of rat NP cells, hypoxic culture, and cell treatments.

Rat NP cells were isolated as reported previously by Risbud and colleagues (5). Rat NP cells were maintained in DMEM supplemented with 10% FBS and antibiotics. Cells were cultured in a Hypoxia Work Station (Invivo2 400) with a mixture of 1% O_2_, 5% CO_2_, and 94% N_2_. To investigate the effect of GLUT inhibition, NP cells were treated with 1) a cocktail of GLUT1 inhibitors (BAY-876, 0.01, 0.1 μM, Cayman, 19961; or WZB-117, 1, 10 μM, Cayman, 19900) for 1 to 72 hours or 2) a GLUT1, 2, and 3 inhibitor (Glutor, 0.05, 0.1, and 0.25 μM; Sigma, SML2765) for 6 to 72 hours. Viability measurements following treatment of NP cells in hypoxia with BAY-876, WZB-117, and Glutor for 24–72 hours were performed using a Calcein AM cell viability assay as per manufacturer’s instructions (Invitrogen, C3100MP). All in vitro experiments were performed in hypoxia (1% O_2_) at least 3–6 independent times with 4 replicates/experiment/group and data represented as mean ± SEM.

### Seahorse XF analyzer respiratory assay.

The oxygen ECAR and OCR were measured using a method reported by Mookerjee and colleagues (37). Briefly, rat NP cells were plated in a 24-well Seahorse V7-PS assay plate and cultured for 36 hours in normoxia conditions. At 24 hours prior to assay, cells were treated with GLUT1 inhibitors BAY-876 or WZB-117 and cultured under hypoxia. Prior to measurement cells were washed 3 times with 500 μL of Krebs Ringer Phosphate HEPES (KRPH) and incubated at 37°C for 1 hour under 100% air. OCR and ECAR were measured by the addition of 10 mM glucose, 2 μg oligomycin, and 1 μM rotenone plus 1 μM myxothiazol. The rates of oxygen consumption and extracellular acidification were normalized to the protein content of the appropriate well. For the substrate dependency assay, 24 hours prior to assay, cells were treated with GLUT1/3 inhibitor Glutor and cultured under hypoxia. Prior to measurement cells were washed 3 times with 500 μL of KRPH and incubated at 37°C for 1 hour under 100% air. OCR and ECAR were measured by the addition of 10 mM glucose plus 4 mM glutamine, 2 μg oligomycin, 1 μM FCCP, and 5 μM BPTES for glutamine oxidation. For fatty acid oxidation, KRPH was supplemented with 0.5 mM l-carnitine and incubated at 37°C for 1 hour under 100% air. OCR and ECAR were measured by the addition of 10 mM glucose plus palmitate-BSA (palmitate concentration 150 μM), 2 μg oligomycin, 1 μM FCCP, and 5 μM etomoxir. The rates of oxygen consumption and extracellular acidification were normalized to the protein content of the appropriate well.

### 2-DG uptake assay.

Rat NP cells (20,000 cells/well) were seeded in a 96-well plate in a complete medium and were grown for 48 hours in normoxia. After 48 hours cells were treated with glucose transporter inhibitors for 6 and 24 hours under hypoxia. The 2-DG uptake was measured following the protocol (Abcam, ab136956). Briefly, adherent cells were washed 3 times with freshly prepared KRPH buffer (20 mM HEPES, 5 mM KH_2_PO_4_, 1 mM MgSO_4_, 1 mM CaCl_2_, 136 mM NaCl, 4.7 mM KCl, pH 7.4, 2% BSA). 2-DG (1 μM) was added to the cells together with the respective inhibitors in KRPH buffer and incubated for 40 minutes. DMSO without 2-DG served as control. After 40 minutes the 2-DG uptake was stopped by removing the assay buffer and washing 3 times with ice-cold KRPH buffer. Cell lysis and endogenous NAD(P) degradation were performed by adding extraction buffer to the cells and incubating for 30 minutes at 85°C. Cell lysates were kept on ice for 5 minutes, and neutralization was performed by adding a neutralization buffer. Then 2-DG uptake was measured following the protocol. All quantitative data are represented as mean ± SEM, and *n* = 6 independent experiments, 4 replicates/experiment/group.

### qRT-PCR analysis.

NP tissue was microdissected from 9M WT and cKO^K19^ animals. Tissues from L1/2–L6/S1 and Ca1/2–Ca14/15 of the same mouse were pooled and served as a single sample stored into RNAlater Reagent (Invitrogen) for minimum 2 days at –80°C (*n* = 7 mice/genotype; 20 discs/animal). Samples were homogenized with a Pellet Pestle Motor (Sigma-Aldrich, Z359971), and RNA was extracted using RNeasy Mini Kit (QIAGEN). RNA was quantified on a NanoDrop ND-100 spectrophotometer (Thermo Fisher Scientific). Purified RNA was then converted to cDNA using EcoDry Premix (Clontech). Gene-specific primers (IDT) and the template cDNA were added to Power SYBR Green Master Mix (Applied Biosystems). Primer sets were designed by IDT (Supplemental Table 1). Quantification of expression was done by the QuantStudio3 Realtime PCR system (Applied Biosystems) using ΔΔCT method and *Hprt* to normalize gene expression.

### Mouse histological analysis.

Mouse spines were harvested and fixed in 4% paraformaldehyde (PFA) for 24–48 hours and decalcified in EDTA (12.5%–20%) at 4°C for 15–21 days prior to paraffin embedding. Midcoronal 7 μm disc sections (Ca5/6–Ca8/9, L1/2–L6/S1) were stained with Safranin O/Fast Green/Hematoxylin or Picrosirius red, then visualized using a light microscope (Axio Imager 2, Carl Zeiss) or a polarizing microscope (Eclipse LV100 POL, Nikon). Histopathological grading was performed on *n* = 5 mice/genotype with 6 discs per mouse (30 discs/genotype) at P7 and 14wk (WT and cKO^Foxa2^), and *n* = 8 mice/genotype with 6 discs per mouse (48 discs/genotype) at 9M (WT and cKO^K19^). Modified Thompson grading was used to score NP and AF compartments by 3 graders under a blinded protocol. The aspect ratio of NP was determined by width divided by height of the NP tissue measured from Safranin O/Fast Green staining images of midcoronal tissue sections from 9-month-old WT and cKO^K19^ animals, and *n* = 6 mice/genotype with 3 discs per mouse (18 discs/genotype) using ImageJ software.

### μCT analysis.

μCT scans (Bruker, Skyscan 1275) were performed on WT and cKO^K19^ spines fixed with 4% PFA. Lumbar spine segments incorporating L2–S1 (7 mice/genotype) were scanned with an energy of 50 kV at 200 μA, resulting in a 15 μm^3^ voxel size resolution. Intervertebral disc height and vertebral length were measured and averaged along the dorsal, midline, and ventral regions in the sagittal plane, and DHI was calculated as previously described (44, 50–52, 55).

### Transcriptomic analysis and enriched pathways.

RNA was quantified on a NanoDrop ND-100 spectrophotometer, followed by RNA quality assessment analysis on a 2200 TapeStation (Agilent Technologies). Fragmented biotin-labeled cDNA (from 100 ng of RNA) was synthesized using the GeneChip WT Plus kit according to ABI protocol (Thermo Fisher Scientific). GeneChips, Mouse Clariom S, were hybridized with 2.5 μg fragmented and biotin-labeled cDNA in 100 μL of hybridization cocktail. Arrays were washed and stained with GeneChip hybridization wash & stain kit using GeneChip Fluidic Station 450. Chips were scanned on an Affymetrix GeneChip Scanner 3000 7G, using Command Console Software. Quality control of the experiment was performed by Expression Console Software v 1.4.1. Chp files were generated by sst-rma normalization from the Affymetrix.cel file using Expression Console Software. The experimental group was compared with the control group by using Transcriptome Analysis Console 4.0 (Thermo Fisher Scientific) and DEGs with a fold-change ± 2, *P* or FDR < 0.05. PANTHER tool was used to compute enriched pathways in DEGs that were altered with a fold-change ± 2, *P* < 0.05. For evaluating highly expressed genes in the developing notochord/NP and NP of healthy adult mice, data deposited by Peck et al., Gene Expression Omnibus GSE100934 (32), and Novais et al., Gene Expression Omnibus GSE134955 (33), were used.

### Data availability.

All data generated or analyzed during this study are included in this published article (and its supplemental files) or deposited in the Gene Expression Omnibus database (accession number GSE208396).

### Statistics.

Quantitative data are presented as mean ± SEM, data distribution was checked with Shapiro-Wilk normality test, and unpaired 2-tailed *t* test or Mann-Whitney *U* test was used as appropriate. Comparisons between more than 2 groups were performed by the 1-way ANOVA or Kruskal-Wallis test with appropriate post hoc analyses (Dunn’s or Dunnett’s or Holm-Šídák multiple comparisons test) using Prism 9 (GraphPad Software); *P* < 0.05. For histopathological analysis showing percentage degenerated discs and Picrosirius red percentage of AF area, χ^2^ test was used. A *P* value less than 0.05 was considered significant.

### Study approval.

All procedures regarding collection of animal tissues were performed as per approved protocols by the IACUC of Thomas Jefferson University, in accordance with the IACUC’s relevant guidelines and regulations.

## Author contributions

ESS, SNJ, MVR, and IMS designed the project. SNJ, VM, ESS, and DHN performed all experiments. ESS, SNJ, VM, IMS, and MVR wrote and edited the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
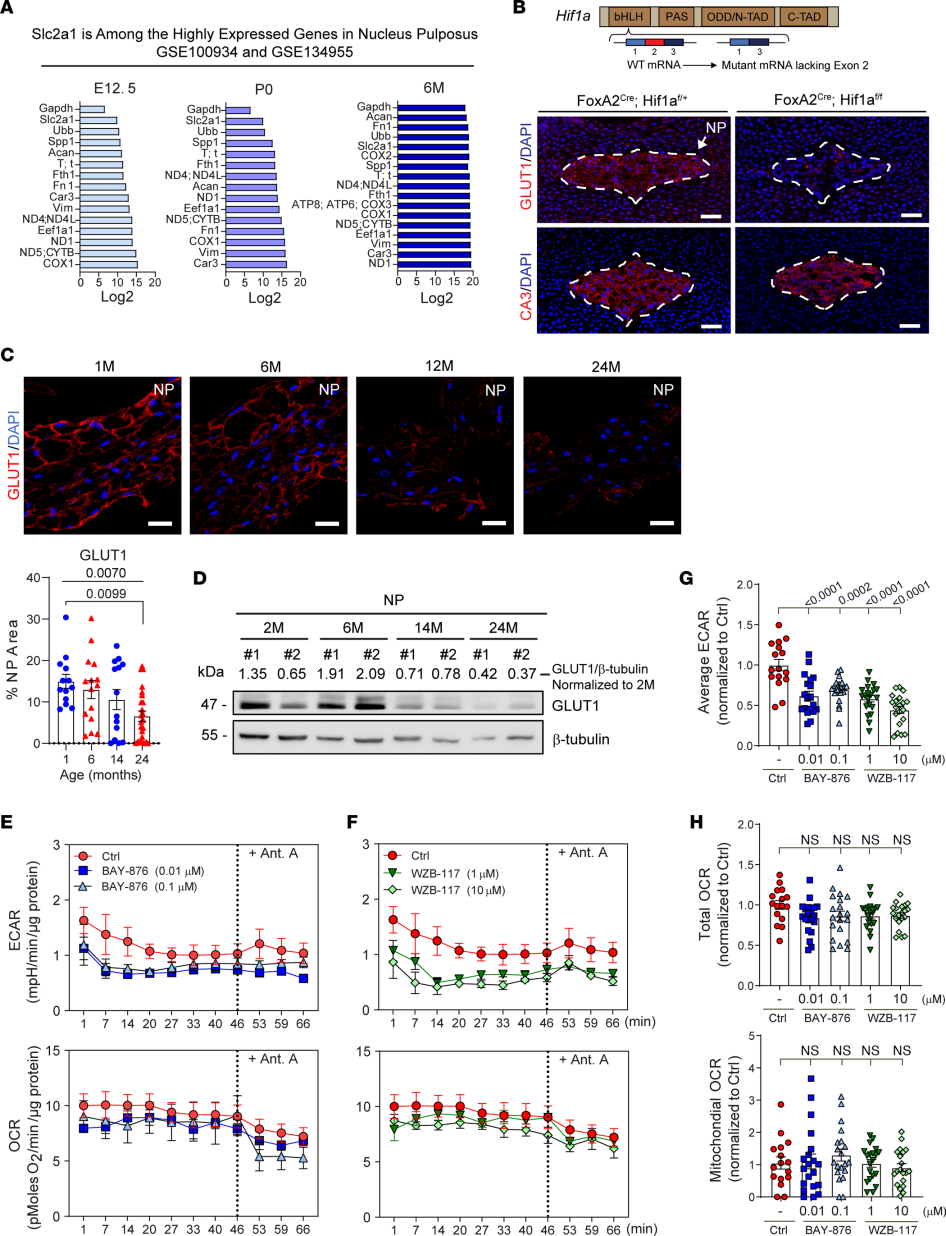
GLUT1, an enriched NP marker, is an HIF1α target and its expression declines with aging. (**A**) Graph showing select highly expressed genes in mouse NP cells at E12.5, P0 (Gene Expression Omnibus GSE100934) (32), and 6 months (Gene Expression Omnibus GSE134955) (33). *Glut1* is among the top 2.5% expressed transcripts at each of the time points. (**B**) Schematic showing deletion of *Hif1a* exon 2 to generate mutant *Hif1a* mRNA. Representative IHC images of NP cell phenotypic markers GLUT1 and CA3 in *Hif1a* WT and *Hif1a*^cKO^ (*Foxa2^Cre^ Hif1a^fl/fl^*) mice (scale bar = 50 μm). (**C**) Representative images and quantification of GLUT1 in C57BL/6J mice with aging (scale bar = 25 μm) (*n* = 5 mice/time point; 3–6 discs/animal; 15–30 discs/time point). (**D**) Western blot showing GLUT1 levels in mouse NP with aging (*n* = 2 mice/time point; 20 discs/animal were pooled); the blot was first probed for GLUT1, stripped, and reprobed for β-tubulin. (**E**) Effect of short-term (1-hour) GLUT1 inhibition by BAY-876 on ECAR and OCR measurements in NP cells. (**F**) Effect of short-term GLUT1 inhibition by WZB-117 on ECAR and OCR measurements in NP cells. (**G**) Short-term GLUT1 inhibition by BAY-876 and WZB-117 results in decreased average ECAR. (**H**) Short-term GLUT1 inhibition does not affect total OCR in BAY-876– and WZB-117–treated cells. Mitochondrial OCR measurements following short-term treatment by BAY-876 and WZB-117. (*n* = 6 independent experiments, 4 technical replicates/experiment/group.) Quantitative measurements represent mean ± SEM. Significance was determined using a 1-way ANOVA (**G** and **H**) or Kruskal-Wallis (**C**) with Dunnett’s or Dunn’s post hoc test as appropriate.

**Figure 2:**
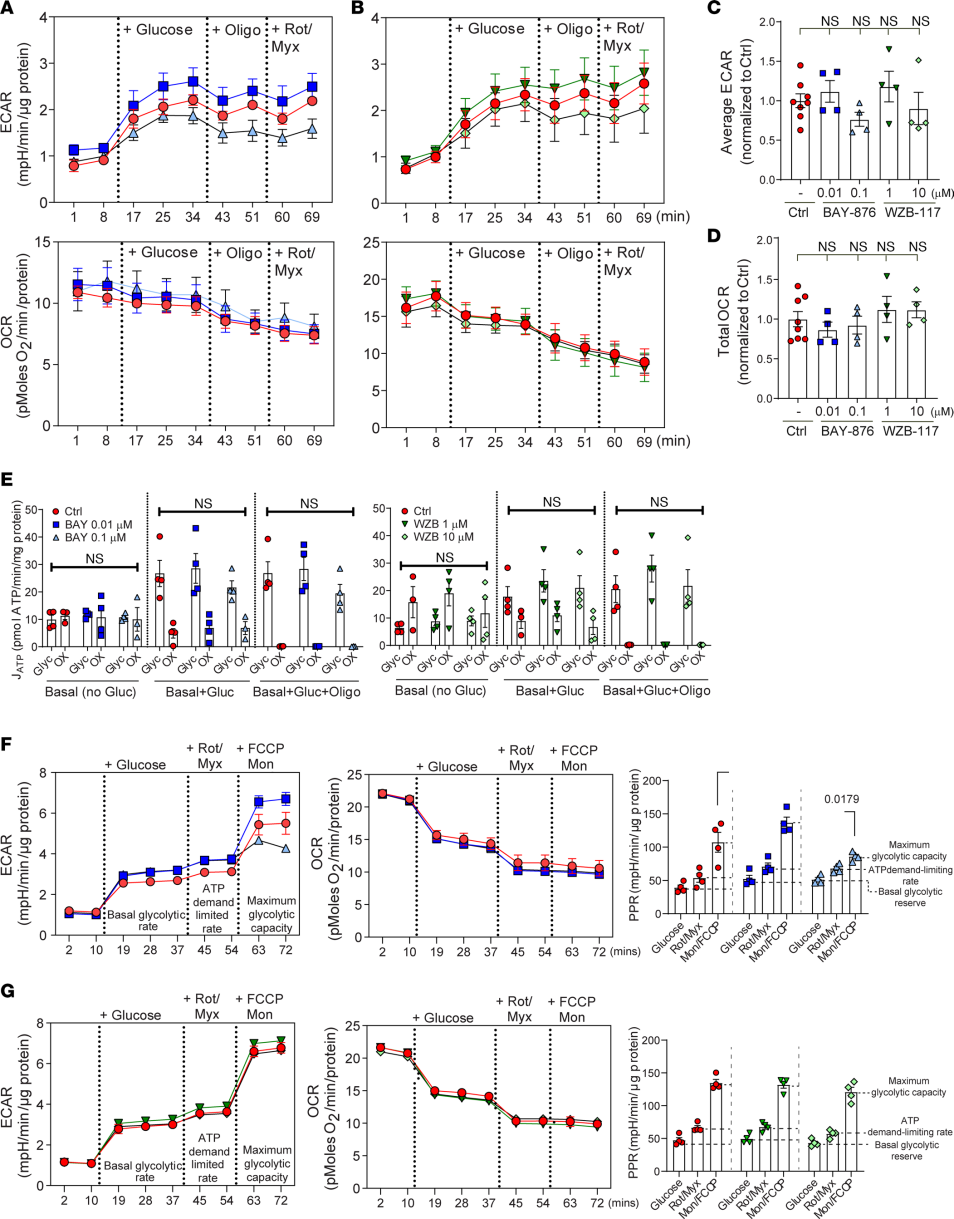
Long-term inhibition of GLUT1 does not affect glycolytic or oxidative metabolism in NP cells. (**A**) ECAR and OCR profiles following long-term GLUT1 inhibition (24 hours) by BAY-876 in NP cells. (**B**) ECAR and OCR profiles following long-term GLUT1 inhibition (24 hours) by WZB-117. (**C** and **D**) Long-term GLUT1 inhibition by BAY-876 and WZB-117 did not alter (**C**) ECAR and (**D**) OCR measurements. (**E**) Long-term GLUT1 inhibition by BAY-876 and WZB-117 did not affect ATP production by NP cells. Gly, glycolytic ATP production; OX, oxidative ATP production. (**F**) ECAR and OCR traces in 24-hour BAY-876–treated and control NP cells to assess glycolytic capacity and reserve. inhibition of GLUT1 by BAY-876 minimally affects glycolytic reserve by NP cells only at the higher concentration of 0.1 μM. (**G**) ECAR and OCR traces in 24-hour WZB-117–treated and control NP cells to assess proton production rate. Inhibition of GLUT1 by WZB-117 does not alter the proton production rate by NP cells. Quantitative measurements represent mean ± SEM (*n* = 4 biological replicates, 4 technical replicates/experiment/group). Significance was determined using 1-way ANOVA.

**Figure 3:**
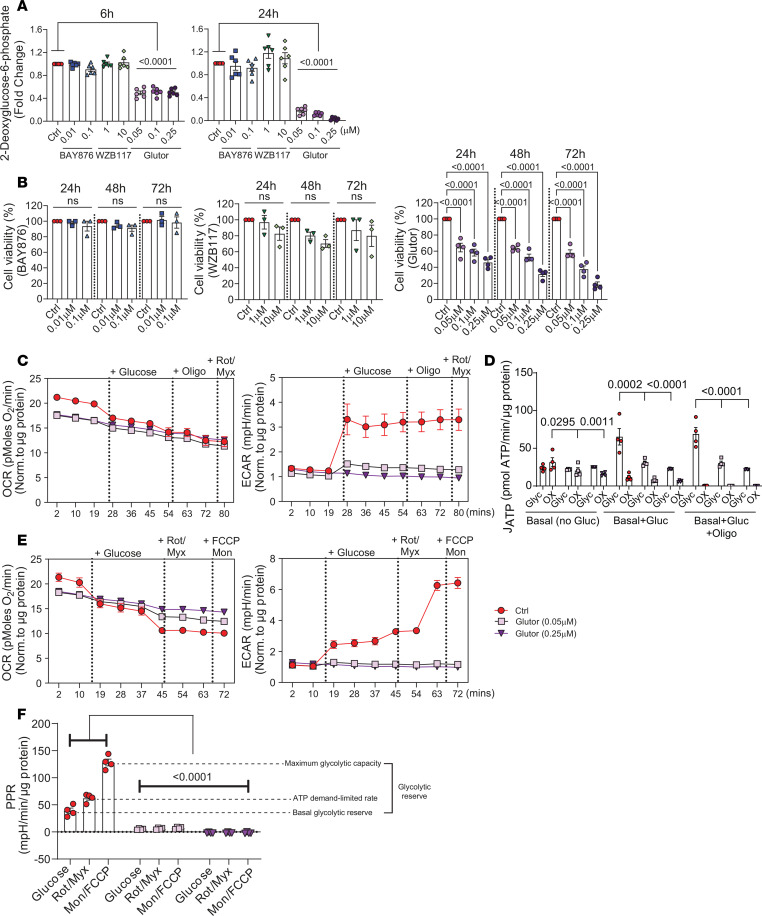
GLUT3 facilitates uptake of glucose, a metabolic substrate indispensable for NP cells. (**A**) 2-Deoxyglucose (2-DG) uptake in cells treated with GLUT1 inhibitors and GLUT1/3 dual inhibitor Glutor from 6 to 24 hours. (**B**) Cell viability following GLUT1 (BAY-876 and WZB-117) and GLUT1/3 inhibition (Glutor). (**C**) OCR and ECAR traces in 24-hour Glutor-treated and control NP cells to assess ATP production rate. (**D**) Inhibition of GLUT1 and GLUT3 by Glutor significantly decreased the ATP production by NP cells. (**E**) OCR and ECAR traces in 24-hour Glutor-treated and control NP cells to assess proton production rate. (**F**) Inhibition of GLUT1 and GLUT3 by Glutor significantly decreased the glycolytic reserve in NP cells. Quantitative measurements represent mean ± SEM (*n* = 4–6 biological replicates, 4 technical replicates/experiment/group). The significance of differences was determined using 1-way ANOVA with Holm-Šídák or Dunnett’s post hoc test as appropriate.

**Figure 4:**
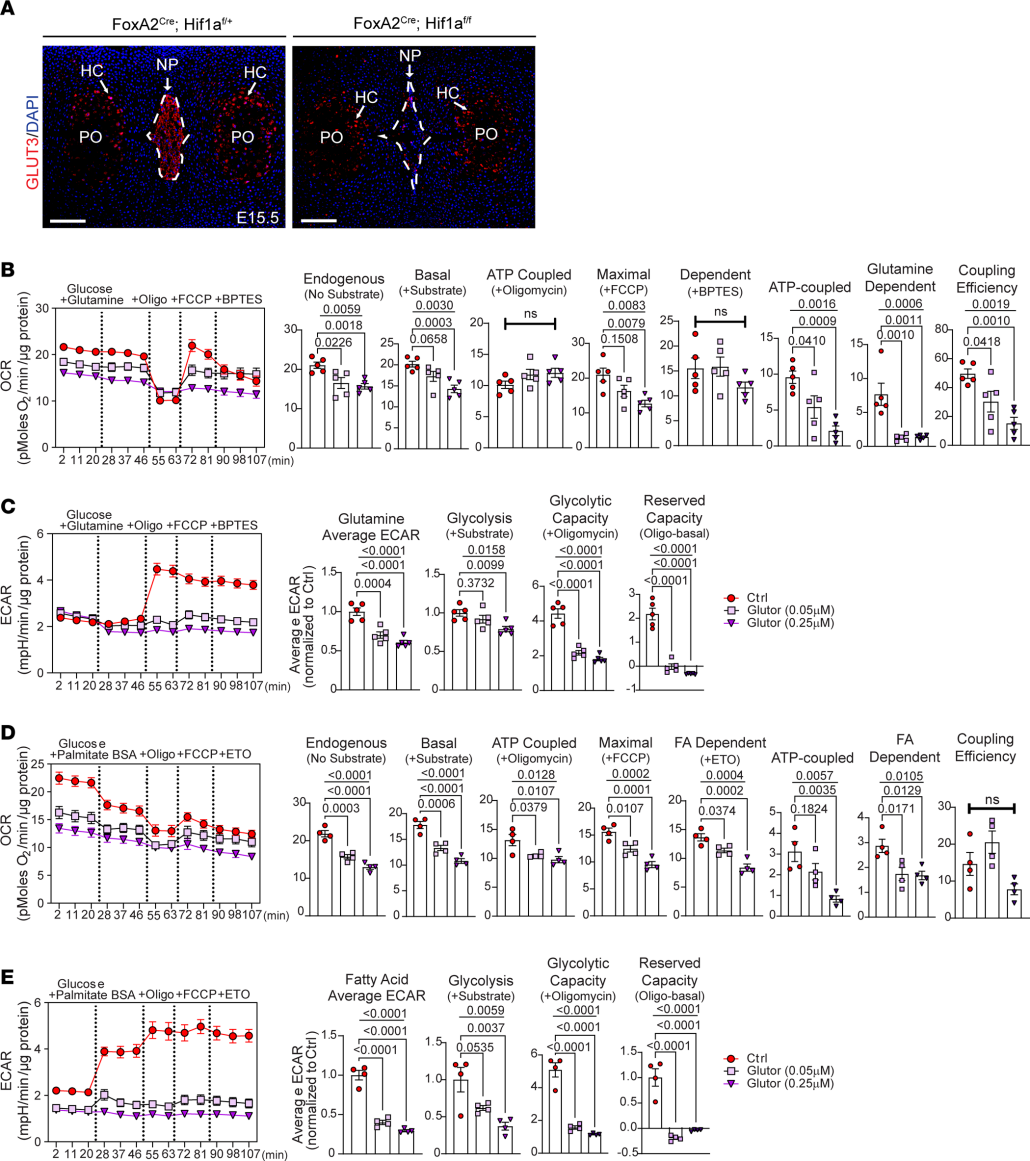
NP cells do not switch to glutamine utilization and fatty acid oxidation following loss of GLUT1 and GLUT3. (**A**) Representative image of GLUT3 staining in *Hif1a^fl/fl^* (WT) and *Hif1a*^cKO^ (*Foxa2^Cre^ Hif1a^fl/fl^*) mice (scale bar = 100 μm). PO, primary center of ossification; HC, hypertrophic chondrocytes. (**B**) OCR and (**C**) ECAR traces in Glutor-treated and control cells in presence of glutamine and BPTES. (**B**) Quantification of endogenous, basal, maximal, and glutamine-dependent OCR derived from traces and (**C**) glutamine-dependent average ECAR and glycolysis derived from traces. (**D**) OCR and (**E**) ECAR traces in Glutor-treated and control NP cells in presence of palmitate-BSA, and etomoxir. (**D**) Quantification of endogenous, basal, maximal, glutamine-dependent OCR from traces and (**E**) average ECAR and glycolysis derived from traces. Quantitative measurements represent mean ± SEM (*n* = 4–6 biological replicates, 4 technical replicates/experiment/group). The significance of differences was determined using 1-way ANOVA with Holm-Šídák or Dunnett’s post hoc test as appropriate.

**Figure 5:**
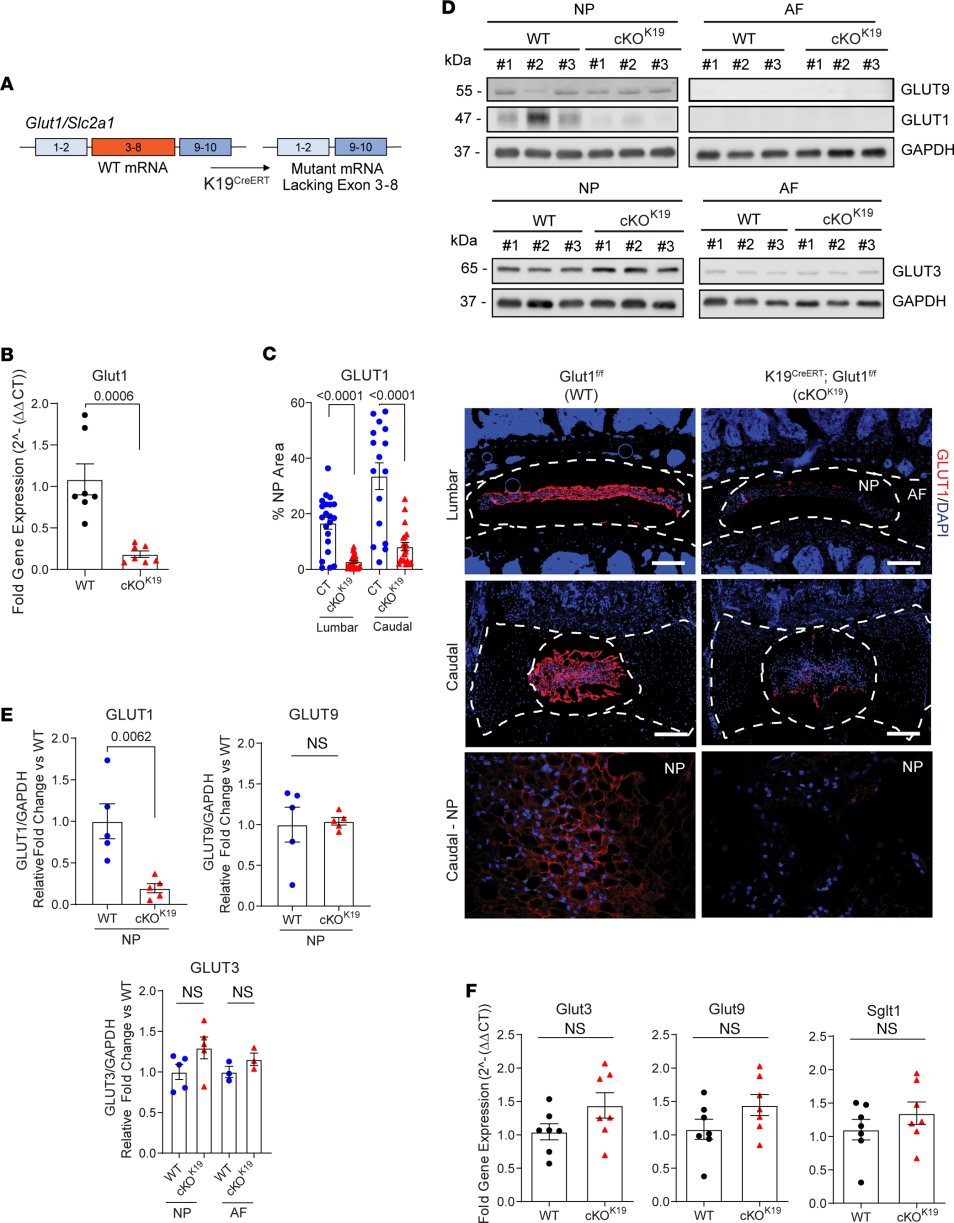
Conditional deletion of Glut1 in NP compartment of adult mice. (**A**) Schematic showing K19^CreERT^-mediated deletion of *Glut1/Slc2a1* exons 3–8 to generate NP-specific *Glut1* mutant. (**B**) Quantification of *Glut1* in cKO^K19^ mice (*n* = 7 mice/genotype; 20 discs/animal). (**C**) Representative IHC images and quantification of GLUT1 in 9-month-old WT and *Glut1*cKO^K19^ (scale bar = 200 μm and 50 μm) (*n* = 8 WT, 7 cKO mice; 6 lumbar and 3 caudal discs/animal). White dotted lines demarcate disc compartments. (**D** and **E**) Western blot and quantification of GLUT1 and GLUT9 levels in NP and AF tissues of WT and *Glut1*cKO^K19^ mice (*n* = 5 mice/genotype; 20 discs/animal); blots were first probed for GLUT1, stripped, and reprobed for GLUT9. Western blot and quantification of GLUT3 in NP and AF (*n* = 5 mice/genotype; 20 discs/animal). (**F**) qRT-PCR of *Glut3*, *Glut9*, and *Sglt1* in WT and *Glut1*cKO^K19^ mice (*n* = 7 mice/genotype; 20 discs/animal). Quantitative measurements represent mean ± SEM; the significance of differences was determined using Mann-Whitney *U* test.

**Figure 6:**
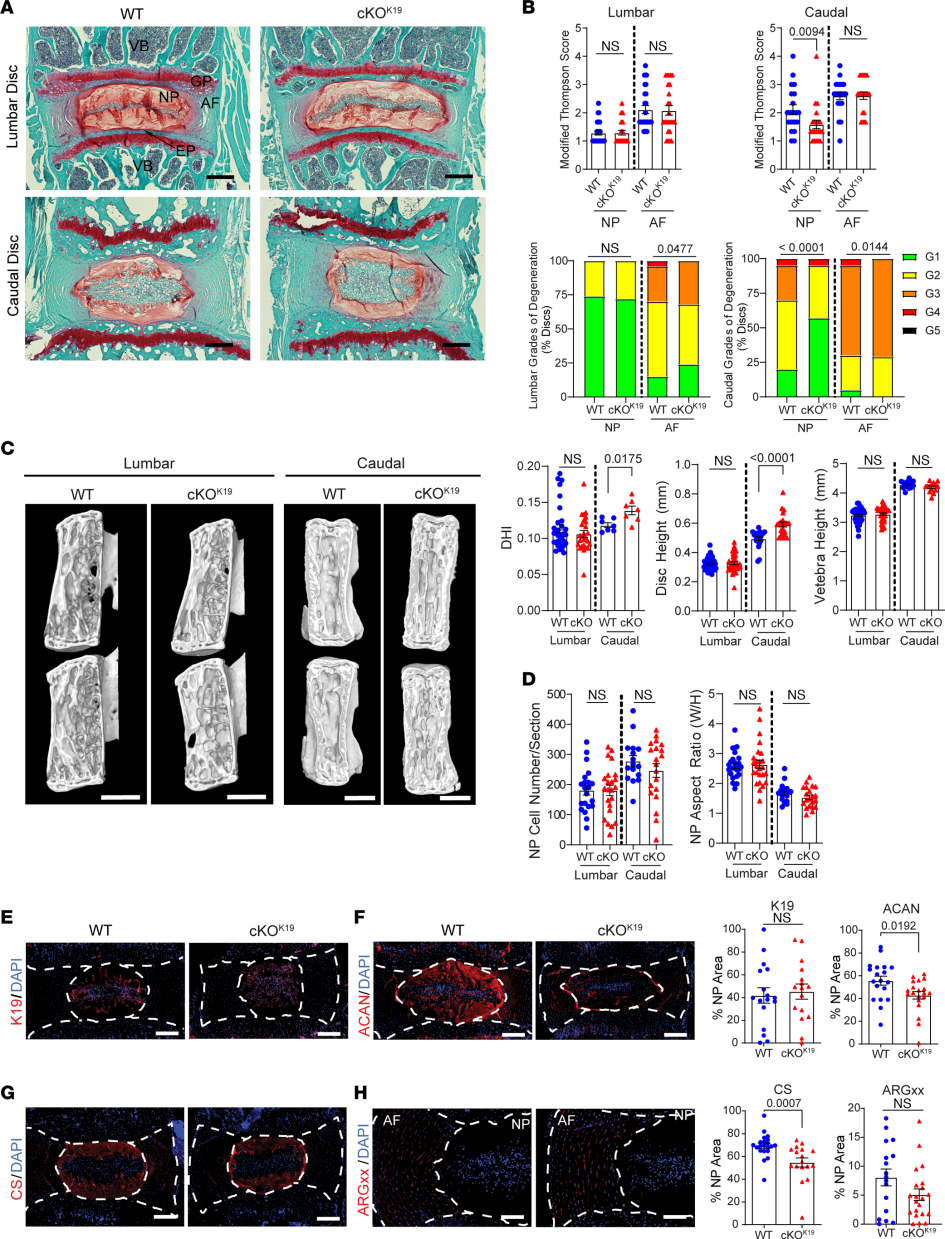
*Glut1*cKO^K19^ mice do not show adverse effects on intervertebral disc health. (**A**) Representative Safranin O/Fast Green images of 9-month-old WT and *Glut1*cKO^K19^ lumbar and caudal discs (scale bar = 200 μm). VB, vertebral body; GP, growth plate; EP, cartilaginous endplate. (**B**) Modified Thompson Scores of NP and AF compartments in WT and *Glut1*cKO^K19^ lumbar and caudal discs. (*n* = 7 mice/genotype; 3–4 lumbar and 2–3 caudal discs/animal, 25–27 lumbar and 20–21 caudal discs/genotype). (**C**) Representative μCT images of lumbar and caudal motion segments (scale bar = 1 mm). Quantification of lumbar and caudal DHI, DH, and vertebral body height (VBH) (*n* = 7 animals/genotype; vertebrae L3–6 and Ca5–6 and discs L3/4–L6/S1 and Ca5/6–7/8 per animal). (**D**) Quantification of NP cell number and aspect ratio from lumbar and caudal discs. (*n* = 7 mice/genotype; 1–4 lumbar discs/animal, 2–3 caudal discs/animal; 25–27 lumbar and 20–21 caudal discs/genotype.) (**E**–**H**) Representative IHC and quantification of K19, aggrecan (ACAN), chondroitin sulfate (CS), and ARGxx (neoepitope marker of cleaved ACAN) (scale bar = 200 μm, ARGxx scale bar = 100 μm). (*n* = 7 mice/genotype; 1–3 caudal discs/animal; 15–20 caudal discs/genotype.) White dotted lines demarcate disc compartments. The significance for grading distribution was determined using a χ^2^ test. The significance of differences was determined using an unpaired *t* test (**C**–**E**) or Mann-Whitney *U* test (**B**–**D** and **F**–**H**), as appropriate. Quantitative measurements represent mean ± SEM.

**Figure 7:**
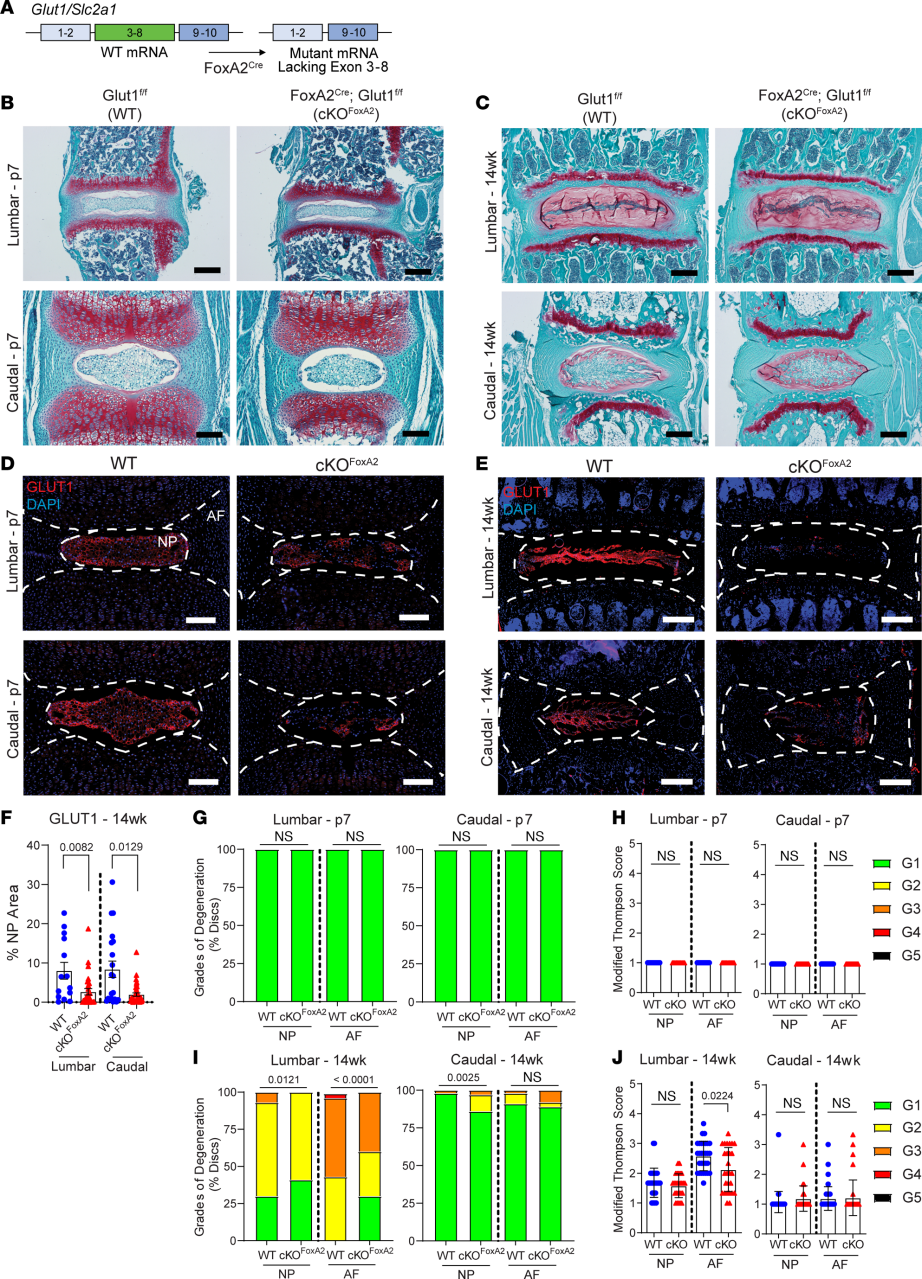
*Glut1*cKO^Foxa2^ mice do not show compromised disc health. (**A**) Schematic of *Foxa2-Cre*–mediated deletion of exons 3–8 in *Glut1^fl/fl^* mice to generate an NP-specific *Glut1*-cKO mice. (**B**–**E**) Representative images of (**B** and **C**) Safranin O/Fast Green staining and (**D** and **E**) GLUT1 IHC on *Glut1^fl/fl^* (WT) and *Foxa2^Cre^ Glut1^fl/fl^* (cKO^Foxa2^) discs at P7 and 14wk (P7 scale bar = 50 μm, 14wk scale bar = 200 μm). White dotted lines demarcate disc compartments. (**F**) Quantification of GLUT1 IHC at 14wk (*n* = 5 WT and 9 cKO^Foxa2^; 3 lumbar and 4 caudal discs/animal). (**G**) Modified Thompson grade distribution and (**H**) average grade scores of WT and cKO^Foxa2^ discs at P7 (*n* = 5 mice/genotype; 6 discs: 3 lumbar and 3 caudal/animal). (**I**) Modified Thompson grade distribution and (**J**) average grade scores of WT and cKO^Foxa2^ discs at 14wk (*n* = 10 WT and 10 cKO^Foxa2^; 3 lumbar and 4 caudal/animal). The significance of grade distribution was determined using a χ^2^ test. The significance of differences in average grade scores and percentage staining area was determined using Mann-Whitney *U* test. Quantitative measurements represent mean ± SEM.

**Figure 8:**
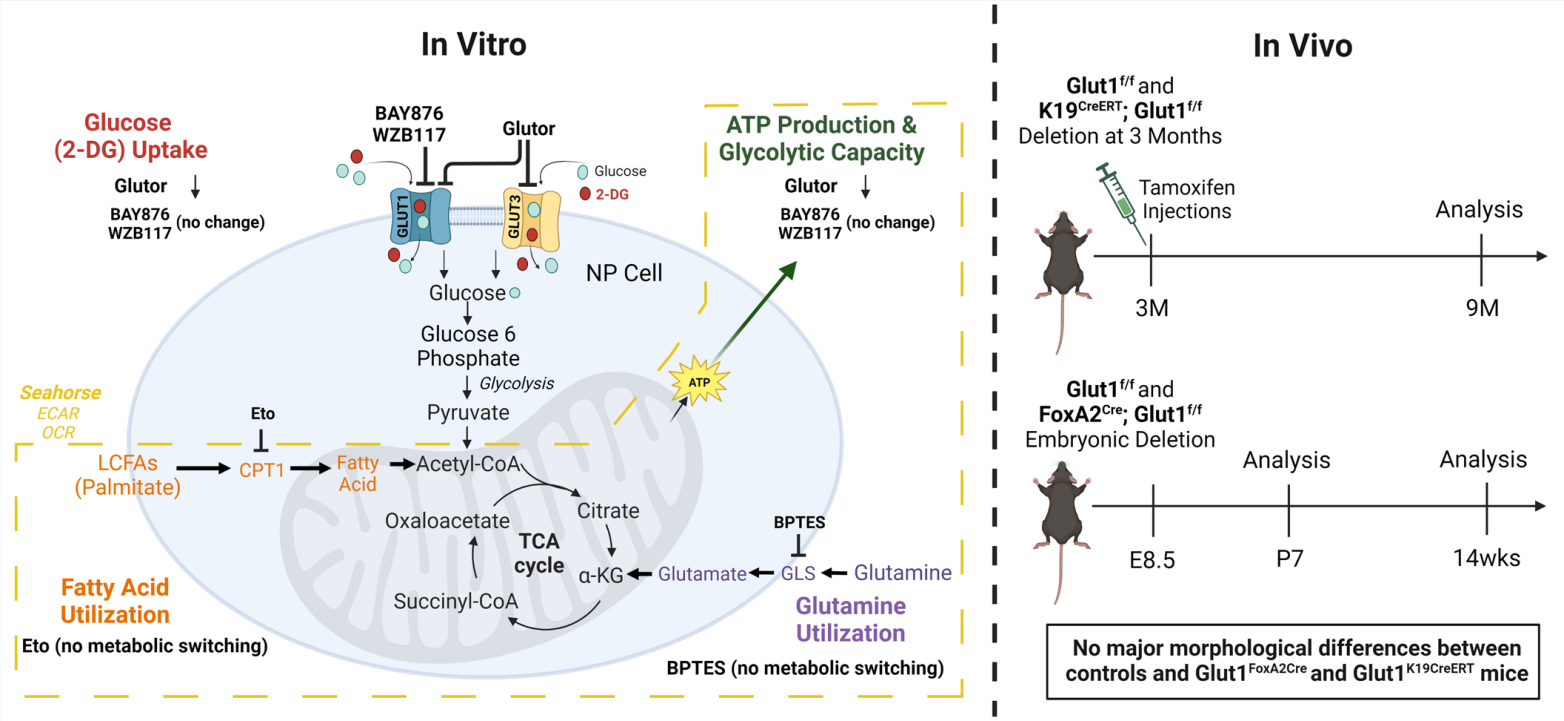
A schematic summarizing the in vitro experimental approaches and their outcomes and in vivo mouse models to test the role of GLUT1 in maintaining NP tissue metabolism. Created with BioRender.com.

## Version 1 03/14/2023

In-Press Preview

## Version 2 04/24/2023

Electronic publication

# Supplementary material for: GLUT1 is redundant in hypoxic and glycolytic nucleus pulposus cells of the intervertebral disc
**Source:** JCI Insight. 2023 Apr 24;8(8):e164883. doi: 10.1172/jci.insight.164883
**Supplement:** Supplemental data

Supporting Information for

GLUT1 is redundant in hypoxic and glycolytic nucleus pulposus cells of the intervertebral disc

Shira N. Johnston^{1,2, #}, Elizabeth S. Silagi^{1,2,3,#}, Vedavathi Madhu¹, Duc H. Nguyen^{1,2}, Irving M. Shapiro^{1,2}, Makarand V. Risbud^{1,2,*}

Have contributed equally to this work

James J. Maguire Jr. Professor of Spine Research, Orthopaedic Surgery

Division Director, Orthopaedic Research

Co-Director, Cell Biology & Regenerative Medicine Graduate Program

1015 Walnut Street

Suite 501, Curtis Bldg.

Philadelphia, PA 19107

This PDF file includes:

Figures S1 to S5

Tables S1

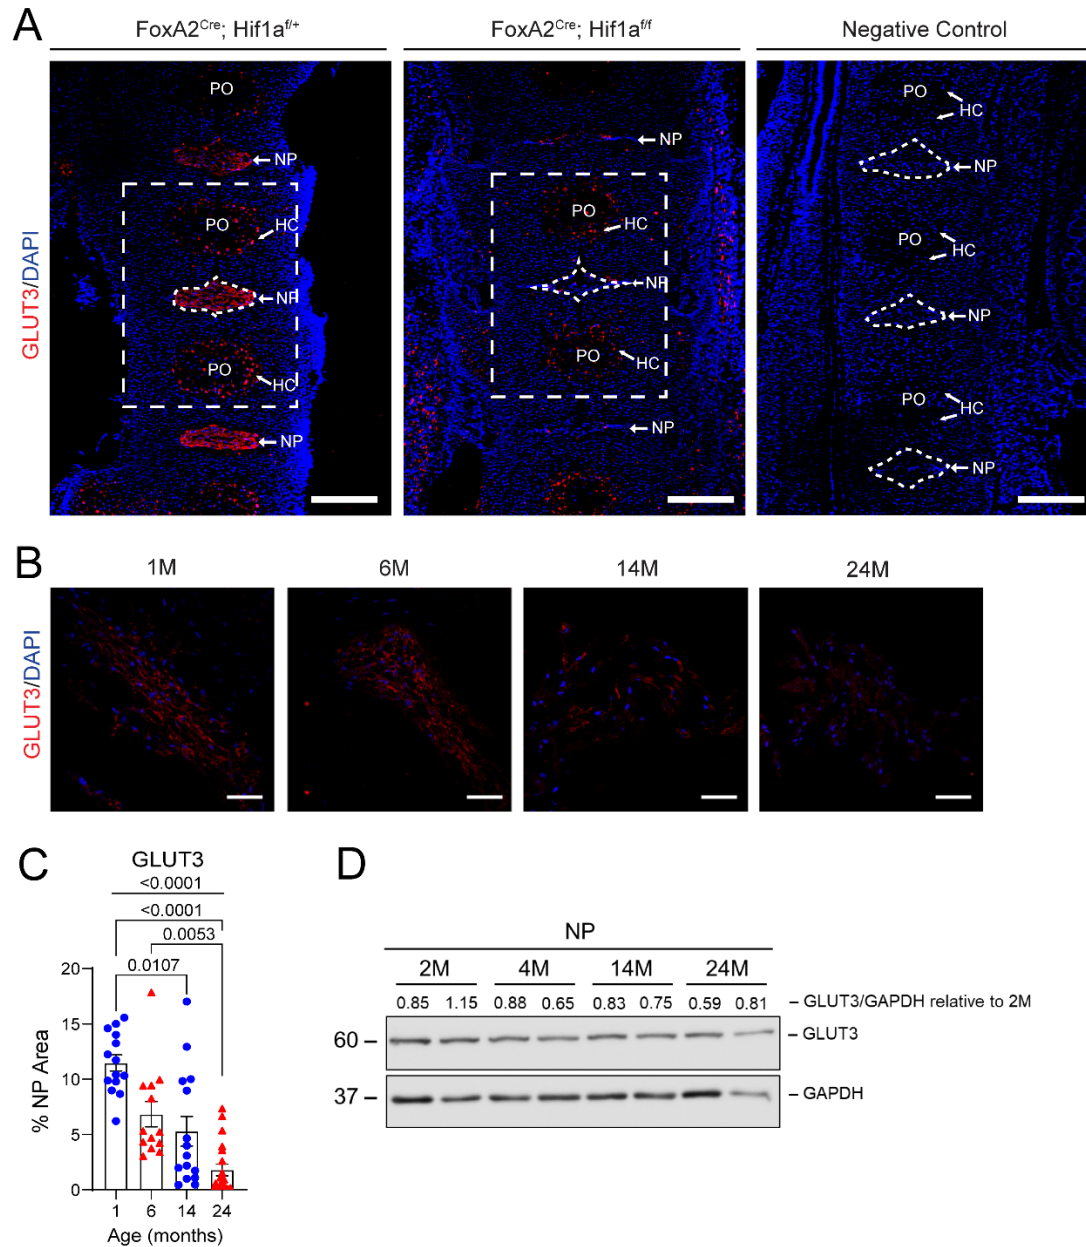

Fig. S1. Conditional knockout of Hif1a in NP cells leads to loss of GLUT3, and GLUT3 expression is lost with age. (A) Example immunohistochemistry images showing glucose transporter 3 (GLUT3) expression in embryonic day 15.5 (E15.5) nucleus pulposus (NP) of FoxA2^{Cre}; Hif1a^{f/+} and FoxA2^{Cre}; Hif1a^{f/f} mice with negative control. PO, Primary center of ossification; HC, Hypertrophic Chondrocytes; NP, Nucleus Pulposus. Scale Bar = 100 μ m. (B, C) Representative images and quantification of GLUT3 in wildtype (BL6/J) mice with aging (n = 5 mice/timepoint; 2-4 discs/animal, 14-20 discs/timepoint). Scale Bar = 50 μ m. (D) Western blot of GLUT3 expression in wildtype (BL6/J) mice with aging, from 2-months (2M) to 24-months (24M) (n = 2 mice/timepoint; 20 discs/animal).

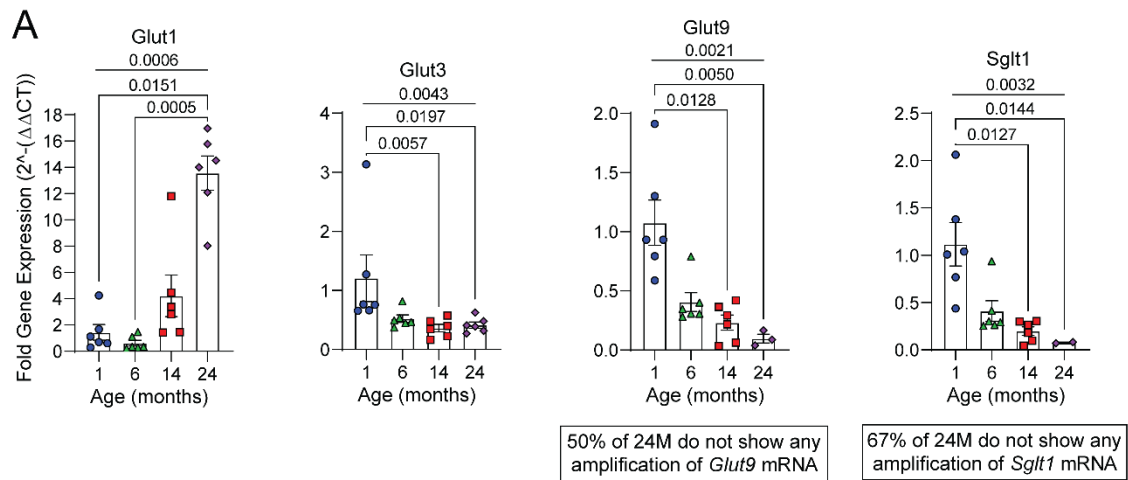

Fig. S2. mRNA expression of glucose transporters in wildtype (BL6/J) mice with aging. (A) Quantitative real time polymerase chain reaction (qRT-PCR) of glucose transporters, glucose transporter 1 (*Glut1*), glucose transporter 3 (*Glut3*), glucose transporter 9 (*Glut9*), and sodium/glucose cotransporter 1 (*Sgl1*) in 1-month (1M), 6-month (6M), 14-month (14M), and 24-month (24M) wildtype (BL6/J) mice (n = 6 mice/genotype; 20 disc/animal).

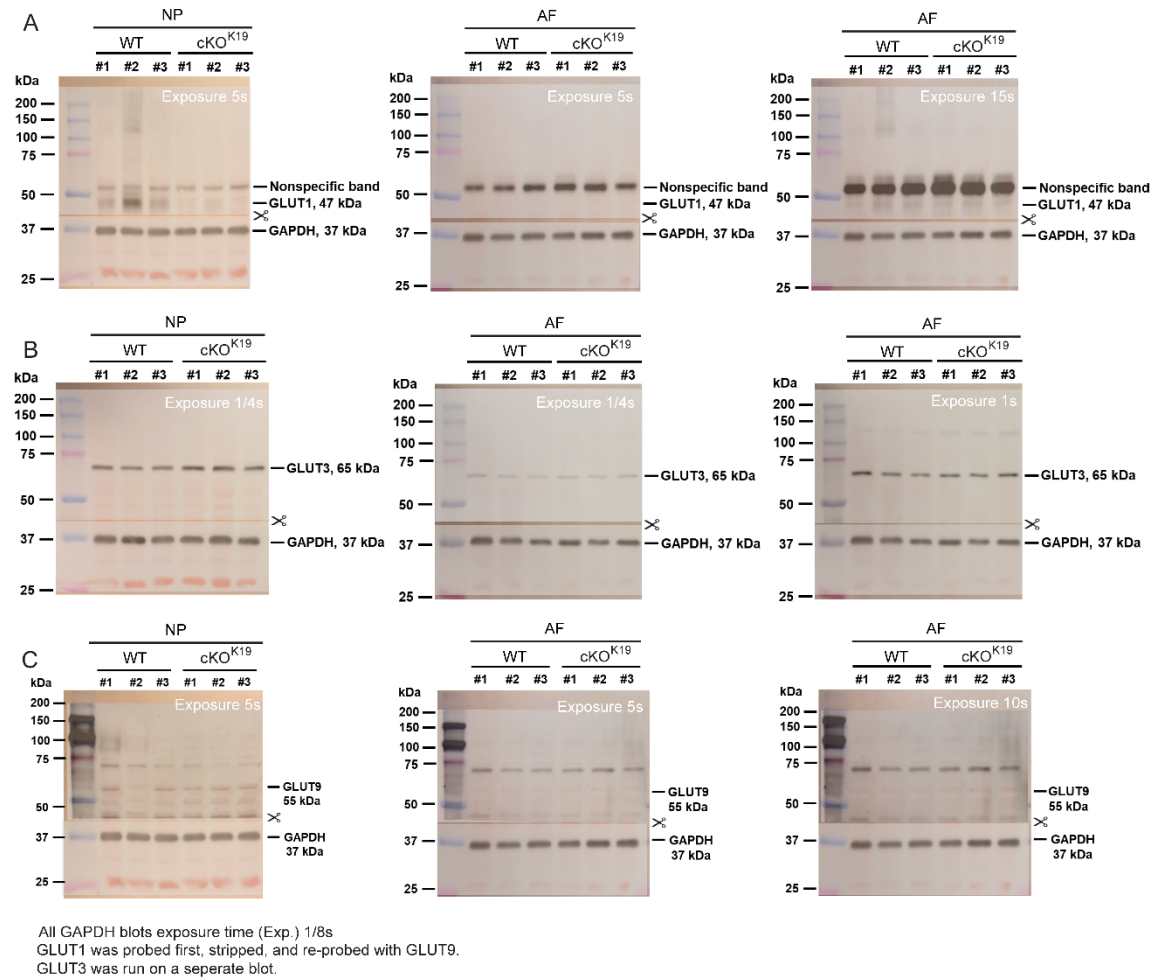

Fig. S3. Western Blots showing GLUT1, 3 and 9 levels in NP and AF of WT and *Glut1cKO*^{K19}. (A) Glucose transporter 1 (GLUT1) levels in wildtype (WT, *Glut1*^{ff}) and Keratin-19-Cre-Glut1-conditional knockout (*Glut1cKO*^{K19}) nucleus pulposus (NP) and annulus fibrosus (AF). (B) GLUT3 levels in *Glut1* WT and *Glut1cKO*^{K19} NP and AF. (C) Glucose transporter 9 (GLUT9) levels in *Glut1* WT and *Glut1cKO*^{K19} NP and AF. The blots were first probed for GLUT1 stripped and re-probed for GLUT9. AF and NP blots are run with identical amount of tissue protein. AF blot shows identical exposure time of 5 seconds and a higher exposure time of 15 seconds to that of NP blot. All glyceraldehyde 3-phosphate dehydrogenase (GAPDH) blots had identical exposure time of 1/8 seconds. All blots are overlaid with images of Ponceau Red stained membranes to show molecular weight markers and indicates position where membranes were cut. Blots shown are for n = 3 mice/genotype; 20 discs/animal.

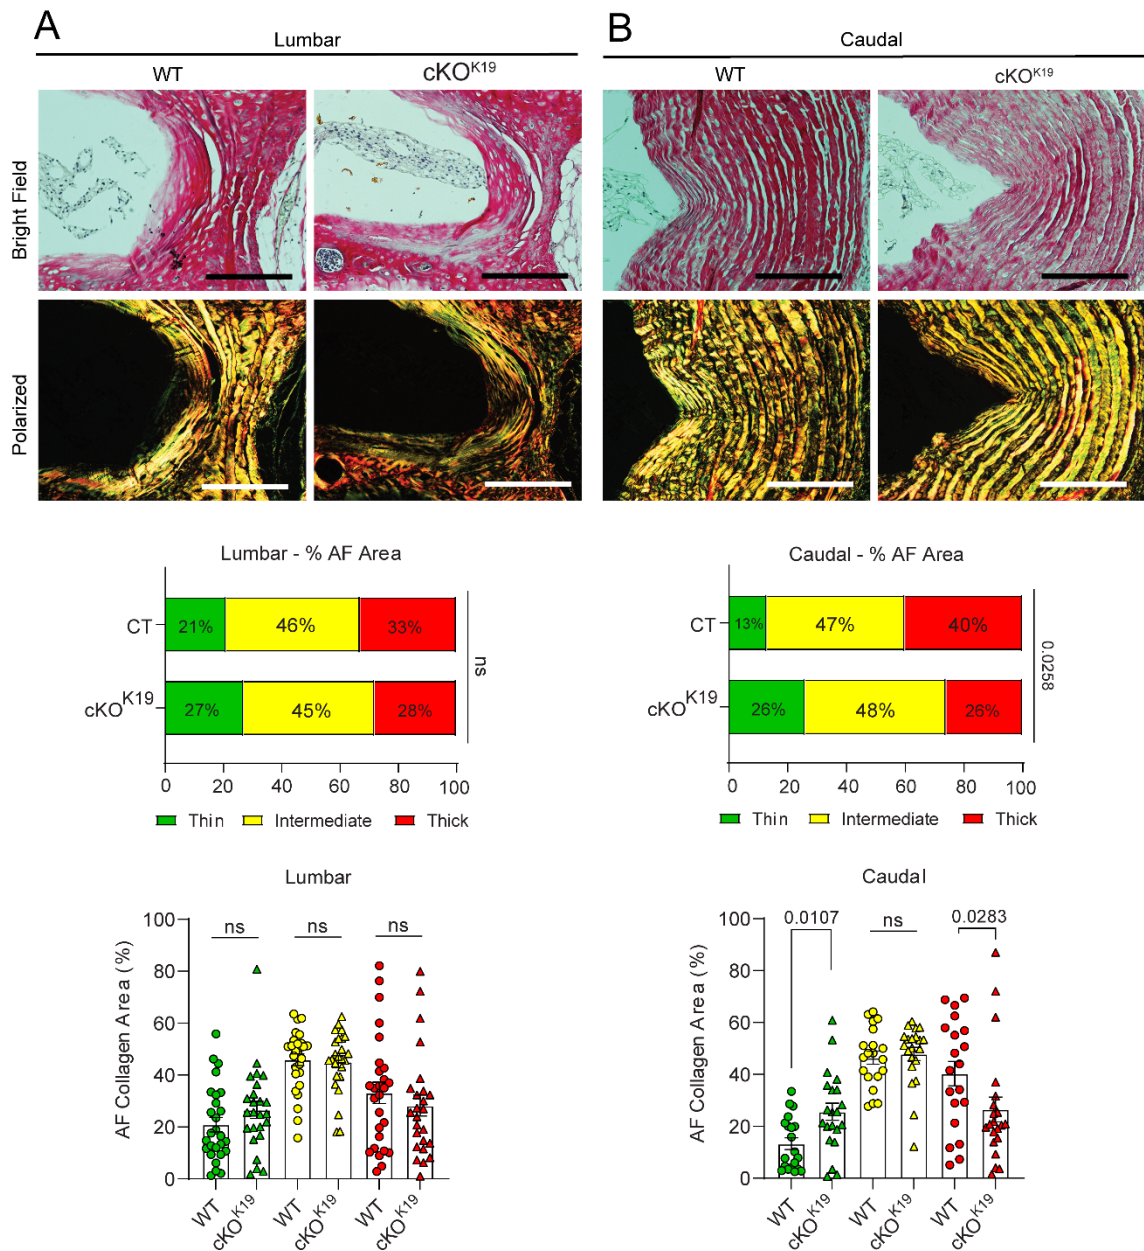

Fig. S4. Picosirius Red staining and polarized light imaging of Glut1cKO^{K19} discs. (A, B) Representative brightfield and polarized light images of Glut1 wildtype (WT) and Keratin19^{CreERT}-Glut1-conditional knockout (Glut1cKO^{K19}) lumbar and caudal discs. And, quantification of distribution and individual abundance of thin, intermediate, and thick fibers. (n = 8 WT, 7 Glut1cKO^{K19} mice; 6 lumbar and 3 caudal discs/animal). Statistical significance in distribution was determined using a χ^2 test. Statistical significance of thin, intermediate, and thick fiber size abundance was determined using Mann-Whitney test. Quantitative measurements represent mean $\pm$ SEM.

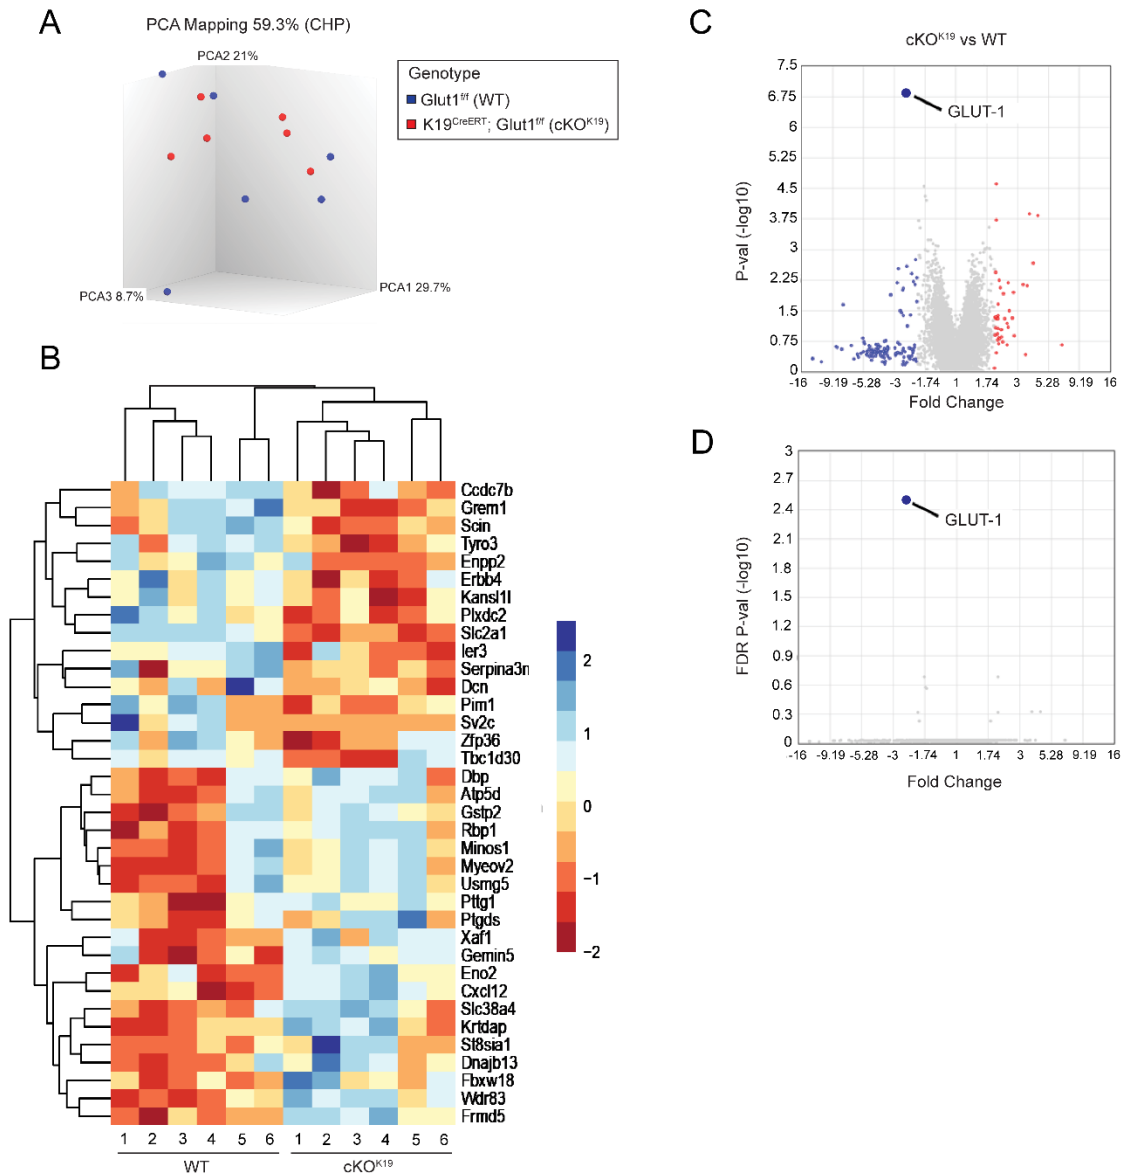

Fig. S5. Glut1cKO^{K19} mice have a similar transcriptomic profile to that of Wildtype mice. (A) Transcriptomic profiles from 6 wildtype (WT) and 6 Keratin-19-Cre-Glut1-conditional knockout (Glut1cKO^{K19}, cKO^{K19}) mice were compared by three-dimensional principal component analysis (PCA). (B) Heatmaps of differentially expressed genes (DEGs) using Z-score between Wildtype and Glut1cKO^{K19}. (C) Volcano Plot showing the relationship between fold change ($\geq \pm 2$ -fold) and p-value (< 0.05), Glucose transporter 1 (Glut1/Slc2a1) is pointed out along with significantly upregulated (red dots) and downregulated (blue dots) DEGs. (D) Volcano Plot showing the relationship between fold change ($> \pm 2$ -fold) and false discovery rate (FDR) p-value (< 0.05), the only gene meeting this FDR significance cutoff is Glut1/Slc2a1. (n = 6 mice/genotype; 20 discs/animal).

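For several genes of the authors' deposited table of calls, the mice of 1 genotype were spread widely. *Tbc1d30*, a predicted GTPase-activating protein of Rab proteins, lay at 5.57 to 6.06 on the log2 scale in 4 cKO K19 mice and at 9.60 and 9.15 in the other two, while the 6 WT mice ranged from 7.81 to 9.08. Its difference of means was -1.61 (95% interval -2.97 to -0.26). *Sv2c*, a synaptic vesicle glycoprotein, lay at 3.94 to 4.50 in WT mice 1 to 3 and at 6.39, 7.01 and 9.44 in WT mice 4 to 6, against 3.72 to 4.07 in the 6 cKO K19 mice. It is among the dim probe sets that a filter at the 30th percentile removes, and its level over background is not given in the files used here. *Gstp2*, a glutathione S-transferase, was 11.57 and 11.70 in WT mice 1 and 2 and 9.22 to 10.11 in the other 4, against 10.61 to 11.76 in cKO K19 mice. By means its log2 fold change was 0.87, under 2-fold. None of these genes passed an adjusted p of 0.05 in limma (adjusted p = 0.929 for each).

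**Figure D4:**
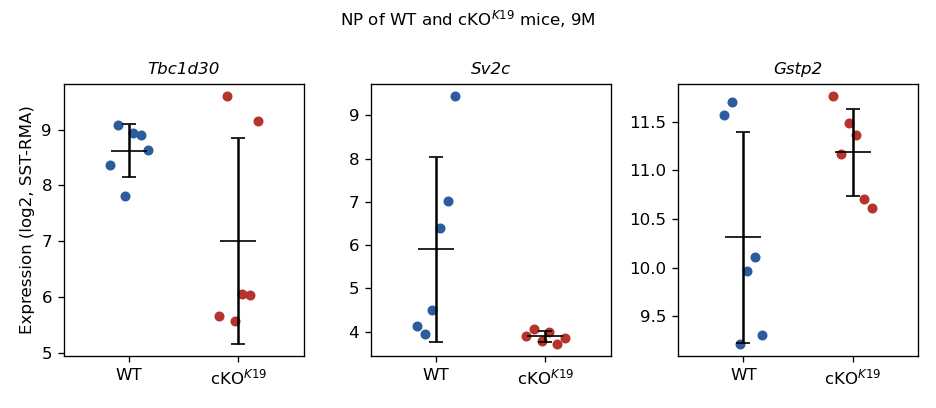
Log2 expression of *Tbc1d30*, *Sv2c* and *Gstp2* in the NP of each mouse (points), with the mean and SD (bars), for 6 WT and 6 cKO K19 mice. For *Tbc1d30*, 4 cKO K19 mice lie at 5.57 to 6.06 and the others at 9.60 and 9.15.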

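Without regard to p, 43 probe sets were at least 2-fold higher and 153 at least 2-fold lower in cKO K19 when each genotype was summarised by a Tukey biweight average, the kind of average that matched the authors' deposited table, chosen after the data were seen. With means, these counts were 14 and 45. Of the 153, 135 had an unadjusted p above 0.05, and 133 of these carry a Y chromosome code in their identifier. At p under 0.05, the biweight averages gave 21 higher and 18 lower probe sets, which are the 39 of the authors' deposited table. *Tbc1d30* had the largest of their fold changes, -7.64 in the authors' deposited table, where the biweight averages computed here differ by -2.93 on the log2 scale.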

Table S1. qPCR Primers

**Gene**	**Forward (5' to 3')**	**Reverse (5' to 3')**
<i>Glut1</i>	GGCCTGACTACTGGCTTTGT	TGCATTGCCCATGATGGAGT
<i>Glut3</i>	GGTGGAGCGGTGAAGATCAG	GAGATGGGGTCACCTTCGTT
<i>Glut9</i>	GATGATGTCTGTCCTGGATGTAG	GAGTGATGTCGGGTGTCTTT
<i>Sglt1</i>	GGATCAGGTCATTGTGCAGC	TGGTGTGCCGCAGTATTTCT
<i>Hprt</i>	CGAGATGTCATGAAGGAGATGG	AGCAGGTCAGCAAAGAACTTA

How the deposited data were processed for this re-analysis (not part of the article)

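NP RNA of 6 WT and 6 cKO K19 mice, 1 Mouse Clariom S array per mouse, was analysed. The authors normalized the scanned arrays together by SST-RMA in Expression Console 1.4.1 and deposited log2 values for 22206 probe sets. They compared the genotypes in Transcriptome Analysis Console 4.0 and deposited 2 tables of calls, whose group averages are log2 values, whose fold changes are signed scores (negative where cKO K19 is lower) and whose p-values are given both unadjusted and adjusted for the false discovery rate. The averages the authors deposited differed by at most 0.0112 from Tukey biweight averages of the log2 values (constants 5 and 0.0001), and their p-values above 0.001 differed from limma's by a factor of at most 1.02. The submitters' processing notes name Expression Console.

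From the log2 values, each probe set was tested for a difference between cKO K19 and WT with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, over all probe sets, without covariates, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are differences of means. Counts were taken at an adjusted p of 0.05, with and without a 2-fold change, and at an unadjusted p of 0.05 with a 2-fold change. The share of variance between genotypes was tested over all splits of the arrays. Principal components of the centred, unscaled values were tested by exact permutation of 924 label assignments. The ratio of variances within the genotypes was tested over as many assignments after centring each genotype, so its p is approximate. The fit was tested on simulated data in 10 runs with known changes. Other groupings were drawn as 100 splits of the 12 arrays.

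The genes to be named were fixed before the data were examined: *Slc2a1*, genes the paper names for this tissue, the probe sets with 1 gene symbol and the smallest p or largest fold change, the genes in the authors' deposited tables and members of 27 gene lists. Names in the heat map of Supplemental Figure 5B had been seen by then. The files pair names only with the 39 probe sets of the authors' deposited table, of which 37 have 1 symbol and 2 have several, so the rule reached only those 37. The planned tests of the gene lists, of other glucose transporters, of skeletal muscle markers and of over-representation, and the fits that needed them, were therefore not run. Of list members, *Eno2* (glycolysis and lactate export), *Atp5d* and *Usmg5* (oxidative phosphorylation subunits) and *Dbp* (circadian clock) are named. Coordinates come from a RefSeq gene table of GRCm38, the build of the authors' annotation (mm10), in which 36 of the 37 symbols matched, 3 of them through an older symbol. The chromosome code in the probe set identifier equalled the chromosome of all 36, none of which lies on X or Y, so reading the codes X (971 probe sets) and Y (219) the same way is an extension. LOC100504460 was not matched. The values of 1 named gene are not reported here.

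The alternatives planned in advance were quantile normalization, median centring, removal of dim probe sets (above the 30th or 60th percentile on at least 6 arrays), eBayes with trend and robust options, array weights, an unmoderated test, an exact Wilcoxon test, the replicate number as a block, leaving out each array, unit-variance scaling, the 1000 probe sets of largest variance (for the share of variance) and a 1.5-fold threshold. Added after seeing the data were the 1000 probe sets for the variance ratio, Tukey biweight averages, the Y-coded signal as a covariate or a block, arrays of high or low Y-coded signal alone, and omission of X- and Y-coded probe sets. The 7 arrays of high and 5 of low Y-coded signal were parted at the widest gap between the array means.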

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

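The tests of the Y-coded and X-coded signal, of the sources of the variance ratio, of the leading axis on these probe sets and of splits grouped by Y-coded signal were chosen after the values were seen, and the other counts of splits before.

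The 135 probe sets at least 2-fold lower in cKO K19 by biweight averages with an unadjusted p above 0.05 carry the Y code in 98.5% of cases. This argues against skeletal muscle genes as the source of this block, since genes of muscle lie on all chromosomes. Whether the WT samples held muscle RNA was not tested. Y-coded signal was high in 4 of 6 WT and 3 of 6 cKO K19 arrays, and an uneven mix of arrays with and without it may account for the decreases, because a biweight average leans to the majority of a group. Among the 7 arrays of high signal alone, the median difference of these probe sets was -0.42 by means, against -0.84 by means and -1.86 by biweight averages over all 12 arrays. The 7 and 5 arrays differed in 84 X-coded probe sets at an adjusted p under 0.05, all lower where the Y-coded signal was high, against 40 lower among 21016 other probe sets, which is what mice of both sexes could give, and the paper's methods list males and females of both genotypes in this cohort, though not by array. A lowering of these 135 probe sets by the deletion stays open, since 4 against 3 arrays cannot give an exact two-sided permutation p under 0.0571 (here 0.229).

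The variance within the genotype was smaller in cKO K19, with a ratio of 0.658. A single deviating WT array is an unlikely source, since leaving out each in turn gave a ratio of at most 0.725. The X- and Y-coded probe sets do not carry it either, since the ratio was 0.600 without them. Along the first principal component of autosomal probe sets outside the authors' calls, with each genotype centred, WT scores ran from -48.4 to 46.6. Those of cKO K19 ran from -18.3 to 17.2, and the component held 27.6% of the variance of these probe sets. How much of the ratio this axis carries was not tested. A genotype effect, litters and tissue collection stay open and were not tested.

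The 25 probe sets at an unadjusted p under 0.05 and 2-fold were matched or exceeded in 25 of 100 splits of the arrays, the real one included, with up to 275 in another split and a median of 11, so chance can not be excluded for this count as a whole. The highest counts came from splits with 6 and 1 arrays of high Y-coded signal, and all 19 splits with 5 and 2 reached 25 too, which points to a structure of the samples. Among the 79 splits with 4 and 3 such arrays, as in the real one, 4 reached 25, the real one included. A leading axis of variation shared by the genotypes stays open: with its score as a covariate the median absolute log2 fold change of the 24 probe sets other than *Slc2a1* went from 1.22 to 1.15 and 16 still passed, but the covariate could not have brought this median below 0.80. For the adjusted threshold, 3 of 100 splits, the real one included, gave at least the 1 probe set observed (highest other split 246). With the 2-fold criterion there were also 3 (highest other split 215). That probe set is *Slc2a1*, the deleted gene, so these counts do not bear on chance for other genes.

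Of 84 groups of 6 values examined, 3 held a mouse far from the others, where chance gives about 4.2. *Ccdc7b* was 5.92 in WT mouse 6, against 6.70 to 7.05 in the other WT mice. *Enpp2* was 9.94 in cKO K19 mouse 5, against 7.80 to 8.42. *Tyro3* was 5.90 in WT mouse 3, against 7.49 to 8.01.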

How the results depend on the processing

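The settings that use the Y-coded signal or biweight averages, and the 1000 probe sets for the variance ratio, were chosen after the results were seen. *Slc2a1* was lower in cKO K19 under every alternative run, by -1.39 to -1.05 on the log2 scale. It missed an adjusted p of 0.05 with the exact Wilcoxon test (-1.19), whose smallest possible p is 0.00216 before adjustment, and among the 7 arrays of high (-1.05) or the 5 of low Y-coded signal (-1.39), where fewer samples were fitted. Probe sets past the adjusted threshold numbered 1, but 3 with the unmoderated test, 0 with the Wilcoxon test (1062 at an unadjusted p under 0.05), 2 with the Y-signal covariate, 0 among the 7 arrays and 1 to 2 on leaving out an array, with 2 without WT mouse 4. With the 2-fold criterion too they numbered 0, 2, 0 and 1 to 2 for the Wilcoxon test, the covariate, the 7 arrays and the arrays left out.

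The 25 probe sets past an unadjusted p of 0.05 and 2-fold (13 higher, 12 lower) became 21 to 45 (11 to 24 higher, 10 to 27 lower) on leaving out an array, the highest without WT mouse 2 and, for those lower, WT mouse 6 (24 lower without WT mouse 5). They became 178 (90 and 88) at 1.5-fold, 39 (21 higher) with biweight averages, 52 (22 and 30) among the 7 arrays and 86 (44 and 42) among the 5. Lower probe sets numbered 21 with array weights and 7 with the Wilcoxon test. The cause was not tested, apart from the threshold and fewer samples. The variance ratio was 0.762 over the 1000 probe sets of largest variance, where its permutation test no longer passed, and the genotype share of variance passed in no setting. Of 962 values of the other 36 named genes, 959 kept their direction and side of the threshold, 0 reversed and 3, all of *Eno2*, passed it. These genes were called on these same arrays, so a reversal was unlikely and the count is not independent evidence of robustness.

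Replicate numbers are shared by both genotypes, but same-numbered arrays correlated from -0.263 to 0.388 and 2 of 12 arrays correlated best with their own number, so they were not taken as paired. With the replicate block the counts were 40 (26 lower), 1 past the adjusted threshold. Fits with muscle markers and all gene list tests were not run, since their probe sets could not be named. Signal over background was not given in the files used here.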

Differences from the paper's values

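At an unadjusted p under 0.05 and 2-fold, 25 probe sets were found here, 13 of them higher, where the authors' deposited table holds the paper's 39, of which 21 are higher. Of the alternatives set before the data were examined, those within 1.5 times the paper's 39 were quantile normalization (27), array weights (35), the replicate block (40) and leaving out WT mouse 1 (32), 2 (45), 3 (29), 5 (36) or 6 (39) or cKO K19 mouse 2 (28) or 6 (35). Median centring, both filters on dim probe sets, the trend and robust options, the unmoderated and Wilcoxon tests and leaving out any other mouse were not. For the 21 higher, array weights (14), the replicate block (14) and leaving out WT mouse 1 (18) or 2 (24) or cKO K19 mouse 6 (18) came within 1.5 times, and the rest did not. Tukey biweight averages, chosen after seeing the values, gave the same 39, with 21 higher, and drop 0 of the paper's calls.

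*Slc2a1* mRNA was 56.2% lower in cKO K19 on the arrays, where the paper gives about 80% to 90% by qRT-PCR, another assay on a set of mice of another size. As mRNA left, this is 43.8% of the WT level on the arrays against the paper's 20% to 10%. Both ends differ by over 1.5 times under every alternative, those set before the data were examined and those added later. The WT mean of 19.16 lies close to the highest value of any probe set on each array, 19.55 to 19.72. Whether signal so near the top of the scale understates the decrease was not tested. As a decrease, a scale that ends at 100%, the upper end differs under every alternative set before the data were examined. Of the settings chosen after seeing the values, the 5 arrays of low Y-coded signal gave a decrease of 61.9%, within 1.5 times the upper end, and the 7 of high signal one of 51.6%, which is not within 1.5 times either end.

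The paper describes the variance of expression as similar in both genotypes. Here the ratio of variances, cKO K19 over WT, was 0.658 (approximate permutation p = 0.00866). The genotypes overlapped along the first 3 components, as the paper states.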

Other observations

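All tests in this part were chosen after the results were seen.

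*Eno2* was the second gene to pass an adjusted p of 0.05 once the mean of the Y-coded probe sets entered the fit as a covariate, at a log2 fold change of 2.03 and an adjusted p of 0.0411, a setting chosen after the data were seen. With this covariate 2 of 100 splits gave at least the 2 probe sets of the real one (highest other split 11), but 1 of these is the deleted gene, so chance is not excluded for *Eno2*. With high and low Y-coded signal as a block, its adjusted p was 0.183, and over 6 cKO K19 mice 4 lay above every WT mouse. Within the 7 and 5 arrays its log2 fold changes were 1.58 and 2.43 (adjusted p = 0.999 and 0.0277 from limma). A rise of this enolase in cKO K19 NP is a hypothesis, and its call changes with the form of the adjustment.

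Without the X- and Y-coded probe sets, the third principal component (8.47% of the variance) placed all 6 WT mice on one side of all 6 cKO K19 mice (exact two-sided permutation p = 0.00216, 0.0130 after adjustment over 6 components). A genotype difference that the X- and Y-coded signal hides may be the reason, but the genotype share of variance without these probe sets was 9.87% (permutation p = 0.264). Without the authors' deposited calls as well, which were picked for a genotype difference, the component of this rank did not separate the genotypes (exact permutation p = 0.288), so the explanation stays open.

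No probe set differed in its genotype effect between the arrays of high and low Y-coded signal at an adjusted p under 0.05 in limma, and 562 did at an unadjusted p under 0.05, where chance alone gives 1110.3.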
